# *Cis* and *trans* effects differentially contribute to the evolution of promoters and enhancers

**DOI:** 10.1186/s13059-020-02110-3

**Published:** 2020-08-20

**Authors:** Kaia Mattioli, Winona Oliveros, Chiara Gerhardinger, Daniel Andergassen, Philipp G. Maass, John L. Rinn, Marta Melé

**Keywords:** Regulatory element evolution, Gene expression evolution, Massively parallel reporter assays, *Cis* and *trans* effects

## Abstract

**Background:**

Gene expression differences between species are driven by both *cis* and *trans* effects. Whereas *cis* effects are caused by genetic variants located on the same DNA molecule as the target gene, *trans* effects are due to genetic variants that affect diffusible elements. Previous studies have mostly assessed the impact of *cis* and *trans* effects at the gene level. However, how *cis* and *trans* effects differentially impact regulatory elements such as enhancers and promoters remains poorly understood. Here, we use massively parallel reporter assays to directly measure the transcriptional outputs of thousands of individual regulatory elements in embryonic stem cells and measure *cis* and *trans* effects between human and mouse.

**Results:**

Our approach reveals that *cis* effects are widespread across transcribed regulatory elements, and the strongest *cis* effects are associated with the disruption of motifs recognized by strong transcriptional activators. Conversely, we find that *trans* effects are rare but stronger in enhancers than promoters and are associated with a subset of transcription factors that are differentially expressed between human and mouse. While we find that *cis*-*trans* compensation is common within promoters, we do not see evidence of widespread *cis*-*trans* compensation at enhancers. *Cis*-*trans* compensation is inversely correlated with enhancer redundancy, suggesting that such compensation may often occur across multiple enhancers.

**Conclusions:**

Our results highlight differences in the mode of evolution between promoters and enhancers in complex mammalian genomes and indicate that studying the evolution of individual regulatory elements is pivotal to understand the tempo and mode of gene expression evolution.

## Background

Since it was suggested over half a century ago that changes in transcriptional regulation underlie phenotypic differences between species [1, 2], it has become clear that changes in gene expression are heritable and often play a role in the evolution of phenotypes [3, 4]. Changes in non-coding regulatory elements—including promoters and enhancers—are particularly important in driving the evolution of gene expression [5, 6]. Two primary mechanisms are responsible for the evolution of gene expression: *cis* effects and *trans* effects. *Cis* effects are due to genetic variants that are on the same DNA molecule as the target gene; for example, genetic variants located in gene promoters or enhancers that affect transcription factor (TF) binding sites. Conversely, *trans* effects are driven by diffusible elements (such as TFs) and can therefore occur anywhere in the genome. Any given gene can be subject to *cis* effects, *trans* effects, or both [7]. Characterizing the mechanisms responsible for evolutionary changes in gene expression levels remains a central goal of evolutionary biology.

Much work has assessed the contribution of *cis* and *trans* effects on the evolution of gene expression. One of the most common approaches has been to perform allele-specific RNA sequencing of two parental strains and their corresponding F1 hybrid offspring, which can separate the proportion of expression variation attributable to variants in *cis* (which show allele-specific effects in the hybrid) from expression variation attributable to variants in *trans* (which affect both hybrid alleles) [8]. These studies have assessed both intra- and inter-species variation in gene expression across a variety of taxa, including yeast [9, 10], insects [11, 12], plants [13], and mice [14]. Such hybrid methods have even been used to assess gene expression divergence between humans and mice [15], although such an approach in distantly related species is limited to examining a single artificially inserted chromosome. In general, these hybrid studies have shown a predominance of *cis* effects between species [8, 9, 11, 13, 15], with *trans* effects playing a larger role within species [10, 11, 16, 17]. Moreover, *cis* and *trans* effects were found to often occur simultaneously and affect target gene expression in opposite directions [14, 16–18]. This so-called compensation between *cis* and *trans* effects is thought to be a result of stabilizing selection on gene expression over evolutionary time [14, 16, 17]. A major limitation of these studies, however, is that while they can assign *cis* and *trans* effects to target genes, they cannot disentangle effects at individual regulatory elements. Studies on regulatory element evolution have found that the number of regulatory elements—especially enhancers—that target a gene influences the tempo and mode of gene expression evolution [5, 6]. However, to date, only small scale studies have examined how *cis* and *trans* effects drive differences in regulatory element activities across species [19, 20].

The development of massively parallel reporter assays (MPRAs) has revolutionized our ability to dissect the regulatory element code [21, 22]. Indeed, MPRAs have been used to measure regulatory element activity of thousands of sequences across tissues [23], species [20], and allelic variants [23–25]. In this work, we use MPRAs to quantitatively investigate *cis* and *trans* effects on transcriptional output across thousands of individual regulatory elements including transcribed enhancers, promoters of protein-coding genes, and promoters of long non-coding RNA (lncRNA) genes. We perform MPRAs in similar cellular environments from two mammalian species—embryonic stem cells (ESCs) from human and mouse—to perform a systematic analysis of *cis* and *trans* effects on RNA production at thousands of individual regulatory elements simultaneously.

## Results

### Designing an MPRA to measure regulatory element evolution

To investigate regulatory element evolution between human and mouse, we first defined regulatory elements in both species using a set of robust transcription start sites (TSSs) from the FANTOM5 consortium defined by Cap Analysis of Gene Expression (CAGE) sequencing [26]. We categorized these TSSs into three major biotypes: (1) eRNAs (RNAs emerging from bidirectionally transcribed enhancers that do not overlap protein-coding genes), (2) lncRNA promoters, and (3) mRNA promoters (see the “Methods” section). We then projected these TSSs onto the genome of the other species (i.e., human TSSs were projected onto the mouse genome and vice versa). We classified TSSs as “sequence orthologs” if we were able to reciprocally map the TSS between the two species. We further classified the “sequence ortholog” TSSs as conserved TSSs if the aligned region in the other species (± 50 bp from the TSS) contained evidence of an active TSS (Fig. 1a; see the “Methods” section). As expected, the proportion of TSS that were sequence orthologs and conserved were both highest in mRNAs and lowest in eRNAs (Fig. 1b; Additional file 1: Figure S1). Despite moderate levels of sequence orthology in eRNAs and lncRNAs, both biotypes exhibited very high activity turnover, with only 7% and 31% of human eRNA TSSs and lncRNA TSSs being conserved in mouse, respectively.

**Fig. 1:**
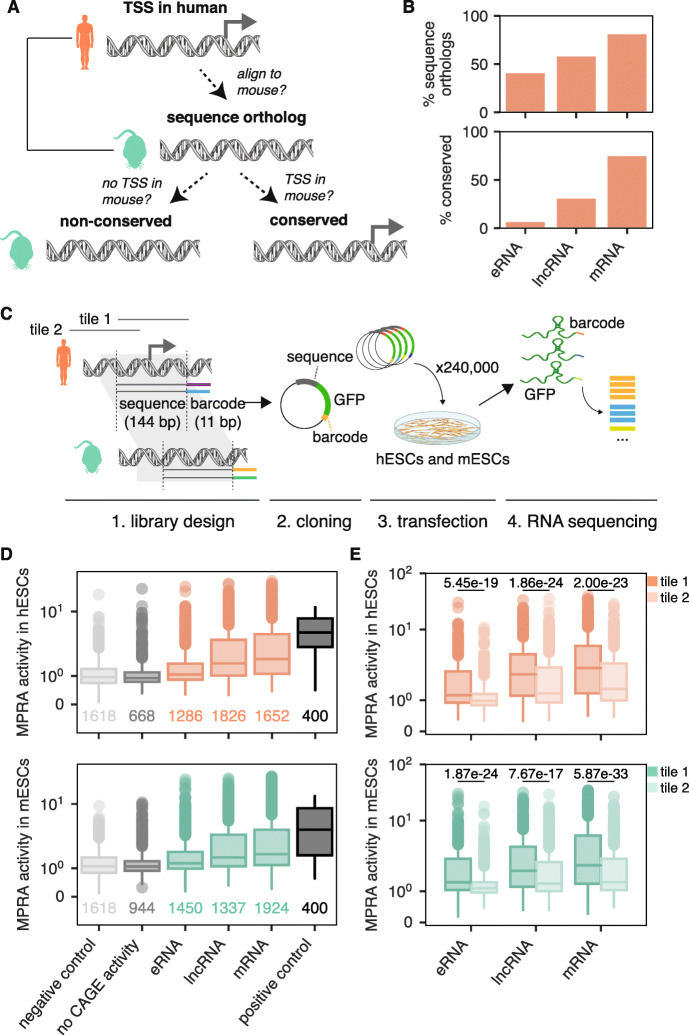
MPRA in human and mouse ESCs parallels endogenous gene expression patterns. **a** Schematic depicting the definitions of a sequence ortholog and conserved/non-conserved TSSs. Sequence orthologs are TSS regions whose sequences can be reciprocally mapped to the other species. Conserved TSSs are a subset of sequence orthologs that also overlap a TSS in the other species (defined as having ≥ 10 CAGE reads in ≥ 1 sample), whereas non-conserved TSSs do not. **b** Percentage of human-to-mouse sequence orthologs and conserved TSSs broken up by biotype. **c** Schematic of MPRA design. Tile 1 overlaps the assigned TSS (114 bp upstream to 30 bp downstream) whereas tile 2 does not (228 bp upstream to 84 bp upstream). **d** MPRA activities of human (top) and mouse (bottom) TSSs in their native contexts, human ESCs and mouse ESCs, respectively, broken up by whether they have endogenous CAGE activity and then by biotype and compared to negative controls (random sequences) and positive controls (CMV promoter regions). **e** MPRA activities of TSS-overlapping tile (tile 1) compared to upstream tile (tile 2) across all human biotypes (top) and mouse biotypes (bottom). *p* values shown are from a one-sided Mann-Whitney test

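A massively parallel reporter assay places each designed sequence in front of a reporter gene that carries a barcode, and compares the number of barcode reads in RNA from transfected cells with that in the plasmid DNA. The authors transfected the library into HUES64, a human ESC line grown without feeder cells in mTeSR1 medium, and into mouse ESCs derived from blastocysts and grown without feeder cells in 2i medium. Each cell type was used at 3 passages, which are the replicates. hESCs of each passage were transfected 3 times with Lipofectamine Stem, giving 9 RNA libraries, and mESCs of each passage 1 time with Lipofectamine 2000, giving 3 RNA libraries. The cell line, the medium and the reagent change together with the species, so every difference between hESCs and mESCs holds all of them. The plasmid DNA was sequenced as 1 library with 131913506 barcode reads. The hESC libraries held 72917827 to 126600144 barcode reads (median 91846800) and the mESC libraries 101861249 to 138483196 (median 125212542). The median number of reads per barcode was 266 in the DNA, 65 to 101 in the hESC libraries and 98 to 145 in the mESC libraries. The authors trimmed the reads with cutadapt and counted those with an exact match to a barcode and the 10 bases beside it. The reads carry no molecular identifiers, so intervals given for shares cover counting error only. The counts were used as deposited, and the transfections of an hESC passage were summed, giving 240542933 to 339240801 reads per passage. Barcodes with fewer than 10 DNA reads were left out, and a sequence was kept when at least 50% of its barcodes remained. MPRA activity was taken as the ratio of the RNA reads to the DNA reads summed over the barcodes of a sequence, divided by the median ratio of the random sequences in the same library, and averaged over the 3 replicates. MPRAnalyze, the tool of the paper, was not used here.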

To systematically assess the contribution of *cis* and *trans* effects to the evolution of thousands of regulatory elements simultaneously, we performed a massively parallel reporter assay (MPRA) and measured the transcriptional outputs of eRNA, lncRNA, and mRNA TSSs (Fig. 1c). MPRAs measure the activities of designed sequences in a cell type of interest and thus enable us to test both *cis* effects (how do orthologous sequences compare within a given cellular environment) and *trans* effects (how do different cellular environments affect a given sequence). As early development is known to play a key role in evolutionary processes [27], we chose to perform the MPRA in a developmentally relevant cell type: human and mouse ESCs. Thus, we selected 3327 pairs of orthologous regulatory elements between human and mouse, all of which had endogenous activity in either human or mouse ESCs or both (Additional file 1: Figure S2; Table S1; see the “Methods” section). The full list of regulatory elements in our library can be found in Additional file 2: Table S2. To ensure that we covered all regulatory activity sequence surrounding the TSS, we designed two oligonucleotide tiles for each TSS (Fig. 1c). 

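The barcode index held 15156 sequences with 181026 barcodes. Human TSSs were represented by 3483 sequences of tile 1, which spans the annotated TSS, and by 3473 sequences of tile 2, which lies upstream. Mouse TSSs were represented by 3291 sequences of tile 1 and 3286 of tile 2. Each of these sequences was 144 bp long, and its position was given on hg19 for human and on mm9 for mouse. The human sequences were richer in G and C, with a median GC content of 62.5% for tile 1 and 60.4% for tile 2. In the mouse sequences the medians were 60.4% and 57.6%. The median share of CpG followed the same order, at 6.29% and 5.59% in human and 4.9% and 4.2% in mouse.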

All told, our library included 13,533 sequences to test (Additional file 1: Table S3). To control for technical variation across sequencing measurements, each element was represented a minimum of 13 times, each time with a different barcode. 

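Tiles of the CMV promoter, a strong viral promoter, differed widely in activity. The most active of the 4 CMV tiles reached an activity of 10.75 ± 0.78 (SD, n = 3) in hESCs and 11.26 ± 2.52 in mESCs, in units of the median random sequence. Another reached 6.29 ± 0.92 in hESCs and 5.39 ± 0.78 in mESCs, and the next 3.11 ± 0.4 and 1.77 ± 0.14. The remaining tile was as low as the random sequences, at 0.92 ± 0.08 and 0.99 ± 0.08. A CMV tile was higher than a random sequence in a share of 0.841 of all comparisons in hESCs and of 0.851 in mESCs. With 4 CMV tiles against 1604 random sequences, a permutation test of the Mann-Whitney statistic gave p = 0.014 in hESCs and p = 0.0111 in mESCs (two-sided).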

We also included randomly generated sequences as negative controls (with 3 barcodes each) as well as tiled regions of the cytomegalovirus (CMV) promoter (which is known to have high activity in MPRAs across diverse cell lines [23]) as positive controls (with 60 barcodes each), resulting in a final library of 181,065 unique oligonucleotides (Additional file 1: Table S4). We performed three biological replicates each in human ESCs (hESC) and mouse ESCs (mESCs) and confirmed that replicates of hESCs and mESCs clustered separately (Additional file 1: Figures S3 and S4). We then removed barcodes with low counts, resulting in a set of 2952 regulatory sequence pairs that were well represented in our data (see the “Methods” section).

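Among the pairs of human and mouse sequences, 2870 had at least 1 tile measured in both species, and 1994 had both tiles measured in both. Inside and outside these pairs, 11861 TSS sequences were measured, beside 1604 random sequences. Of all 3257 pairs that entered the count, 2241 were taken from the part of Table S2 used here, which lists 2295 of the pairs. The other 1016 were found by alignment of human and mouse sequences along their numbering, with a bit score of at least 30. On 1434 listed pairs, the same alignment gave the listed partner in 1388 (96.8%). Biotype and conservation are known for the listed pairs alone, and every value given by biotype rests on them.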

We next quantified each sequence’s ability to drive transcription in the MPRA experiment—termed “MPRA activity”—using MPRAnalyze [28]. Briefly, MPRAnalyze uses a graphical model to estimate the rate of transcription of each sequence in the library by comparing RNA counts for each barcode to input DNA counts for each barcode. To determine whether our MPRA was able to capture true biological signal, we compared the MPRA activity of each regulatory element in its native context (human sequences in hESCs and mouse sequences in mESCs) to negative and positive control sequences (see the “Methods” section). As expected, all TSS biotypes were more active than negative controls, and eRNAs had the lowest activity across biotypes while mRNAs had the highest activity (Fig. 1d).

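In hESCs, the median activity of tile 1 was 3.03 for 516 human mRNA TSSs, 2.1 for 663 lncRNA TSSs and 1.42 for 369 eRNA TSSs, against 1.01 for the random sequences. In mESCs, it was 2.35 for 565 mouse mRNA TSSs, 1.59 for 309 lncRNA TSSs and 1.31 for 387 eRNA TSSs. The 287 mouse sequences without CAGE activity, which are partners of human TSSs, had a median of 1.08. mRNA TSSs spread widely, with quartiles of 1.53 and 7.14 in hESCs and of 1.36 and 7.24 in mESCs. Over both tiles, TSS sequences were higher than random sequences with a probability of 0.737 in hESCs and 0.709 in mESCs (permutation test, p = 1e-05 in each, the smallest that 100000 permutations can give). Across listed sequences, MPRA activity rose with the CAGE signal in the same species, with a Spearman's rho of 0.493 over 1392 human TSSs and 0.681 over 798 mouse TSSs. Within biotypes, rho was 0.595 for human mRNA TSSs, 0.315 for human lncRNA TSSs and 0.398 for human eRNA TSSs, and 0.685, 0.636 and 0.435 for the mouse ones. Sequences are not independent replicates, and many stand for neighbouring TSSs of the same gene.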

We then compared the activity of the annotated TSS-overlapping tiles (tile 1) to the upstream tiles (tile 2) (Fig. 1c). 

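Upstream tiles of mRNA TSSs had a median activity of 1.73 in hESCs and 1.33 in mESCs, well under the values of their TSS-overlapping tiles. Those of lncRNA TSSs had a median of 1.4 in hESCs and 1.28 in mESCs. Upstream tiles of eRNA TSSs, at 1.1 and 1.12, were close to the random sequences. Over all TSSs, the median fell from 1.67 for tile 1 to 1.28 for tile 2 in hESCs and from 1.43 to 1.18 in mESCs. A tile 1 sequence was higher than a tile 2 sequence with a probability of 0.61 in hESCs and 0.618 in mESCs (one-sided permutation tests, p = 1e-05, the smallest possible).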

As expected, across all biotypes, annotated TSS-overlapping tiles were significantly more active in their native context than the upstream tiles (Fig. 1e). In 18% of regulatory element pairs, however, the upstream tile was more active than the TSS-overlapping tile in both species (Additional file 1: Figure S5), likely due to slight misannotation of the exact TSS location. Thus, while FANTOM5-defined TSSs are highly accurate, including additional upstream regions in the MPRA can help to refine core promoter locations. 

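Of the 1994 pairs with both tiles measured, the upstream tile was the more active in both species in 316, or 15.8% (exact 95% binomial interval, 14.3% to 17.5%). The TSS-overlapping tile was the more active in both species in 908 pairs (45.5%). In 381 pairs (19.1%) tile 1 led in human and tile 2 in mouse, and in 389 pairs (19.5%) the reverse.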

We therefore assigned each of the 2952 regulatory element pairs a single representative tile to use in both species: we always used the annotated TSS-overlapping tile except in those cases where the upstream tile had more activity in both species. Among those, 1644 pairs (55%) had significant MPRA activity (MPRA *q* value < 0.05) in at least 1 native context. 

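Of the 2870 pairs, 1794 (62.5%) were active in at least 1 native context, and 791 of the measured pairs were represented by tile 2. In 316 of the 791, tile 2 was the more active in both species, the paper's reason to use it. The others had no tile 1 measured in both species and departed from the paper's rule. Upstream sequences therefore also stand for these TSSs in the values that follow. The human sequence was active in hESCs in 1527 pairs, the mouse sequence in mESCs in 1172, and both were active in 905. Among the listed pairs 1294 of 1952 (66.3%) were active, and among the aligned pairs 500 of 918 (54.5%). A sequence was called active where its mean activity stood above the random sequences, measured in median absolute deviations, at a q value under 0.05. When a sequence was instead ranked directly among the random sequences, 916 pairs were active.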

We limited all of our subsequent analyses to this set of 1644 active sequence pairs (3288 sequences total). When doing biotype-specific analyses, we focused on the set of 1262 active sequence pairs (523 mRNA, 471 lncRNA, and 268 eRNA TSSs) that could be reliably assigned to the three main biotypes (see the “Methods” section).

### *Cis* effects are common and associated with evolutionary turnover

Differences in regulatory element activity between species could be due to differences in DNA sequence (*cis* effects) or cellular context differences (*trans* effects) between the species or both. We decided to focus first on *cis* effects, which can be attributed to differences in DNA sequence alone. We defined *cis* effects as the MPRA activity differences between orthologous sequence pairs in the same cellular environment (Fig. 2a). To calculate *cis* effects, we used MPRAnalyze to test for MPRA activity differences between pairs of orthologous regulatory elements. An advantage of using MPRAnalyze is that it is able to use information from null differential controls to inform its comparative model. The ideal null differential controls are pairs of identical sequences tagged with different barcodes. We therefore leveraged our CMV tiles, each of which was attached to 60 barcodes, to create our null differential controls by down-sampling barcodes (Additional file 1: Figures S6 and S7; see the “Methods” section). As expected, orthologous regulatory element pairs had higher *cis* effect sizes than null differential controls in both hESCs and mESCs (Fig. 2b). 

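In hESCs, the median absolute *cis* effect of the 1794 active pairs was a log2 fold change of 0.76, and in mESCs it was 0.72. Null differential controls, made of different barcodes of the same CMV tile, had medians of 0.123 in hESCs and 0.129 in mESCs. The mouse sequence was compared with the human sequence of a pair within each cell type, so that a positive effect means a more active mouse sequence. RNA reads summed per sequence and library were fitted with the DNA reads as an offset by edgeR's quasi-likelihood method. The controls were 400 draws of 13 against 13 barcodes, 100 from each CMV tile. A pair was called when its p was at or under the 10th percentile of the controls and its effect was above the smallest among the called controls. Barcodes of 1 TSS sequence, split at random into groups with a median of 6 barcodes, differed more than the CMV controls, with medians of 0.228 and 0.266. The thresholds set on the CMV controls called 23.9% of these splits in hESCs and 27.2% in mESCs.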

Overall, 40% of the 1644 tested regulatory element pairs showed a significant *cis* effect in hESCs, mESCs, or both (empirical FDR < 0.1) (Fig. 2c; see the “Methods” section). 

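A *cis* effect was called in 1543 of 1794 pairs (86.0%). It was called in 1345 pairs in hESCs, where the mouse sequence was the more active in 573, and in 1267 pairs in mESCs, where the mouse sequence was the more active in 608. In 1069 pairs it was called in both cell types, with the same sign in 1049. With the threshold from barcode splits of the same sequence, chosen after seeing the data, 1159 pairs were called in hESCs and 1025 in mESCs. The human sequences with the largest advantage lie at TUSC2, SEC22B, BCAR3-AS1, MIR4435-2HG and SNHG11. At the TUSC2 promoter (hg19 chromosome 3, 50365654 to 50365797, minus strand, tile 2), the human sequence had an activity of 12.37 ± 1.59 in hESCs and 20.48 ± 3.45 in mESCs (SD, n = 3), and the mouse sequence 1.21 ± 0.07 and 0.83 ± 0.16. The log2 fold changes were -3.35 (SE 0.18) in hESCs and -4.63 (SE 0.19) in mESCs. At SEC22B, which encodes a SNARE protein of the secretory pathway (chromosome 1, 145096267 to 145096410), the effects were -4.33 and -3.59, with a human sequence at 23.5 ± 2.06 in hESCs. At the host gene MIR4435-2HG (chromosome 2, 112252597 to 112252740), a pair found by alignment, the effects were -4.16 in hESCs and -2.45 in mESCs. At SNHG11, a host gene of small nucleolar RNAs (chromosome 20, 37075201 to 37075344), they were -3.15 and -4.05. The mouse sequences with the largest advantage belong to the pairs of GTF2F1, LINC02427, NSUN6 and THUMPD3. GTF2F1 encodes a subunit of the general transcription factor TFIIF. Its mouse sequence (mm9 chromosome 17, 57150809 to 57150952) reached 16.83 ± 2.59 in hESCs and 17.31 ± 2.68 in mESCs, whereas the human sequence in an intron of GTF2F1 stayed at 0.64 ± 0.02 and 0.73 ± 0.24. The effects were 4.72 and 4.57. They were 3.42 and 4.57 for LINC02427, 3.94 and 4.33 for a sequence at NSUN6, 3.82 and 4.22 for an overlapping sequence at NSUN6 with the same mouse partner, and 4.08 and 4.3 for the aligned pair at THUMPD3.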

*Cis* effects were highly correlated across cell types (Fig. 2d).

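Across the active pairs, the *cis* effects in hESCs and in mESCs had a Spearman's rho of 0.868 (bootstrap standard error 0.0071) and a Pearson's r of 0.878 (permutation p = 1e-05 for each, the smallest that can be given). The pair of GTF2F1 (4.72 in hESCs and 4.57 in mESCs) and that of TUSC2 (-3.35 and -4.63) had effects of the same sign in both cell types. The pairs are not independent, since the 1794 pairs hold 1785 human and 1712 mouse sequences. Both effects were measured against the same DNA reads, so errors of the DNA library enter both.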

**Fig. 2:**
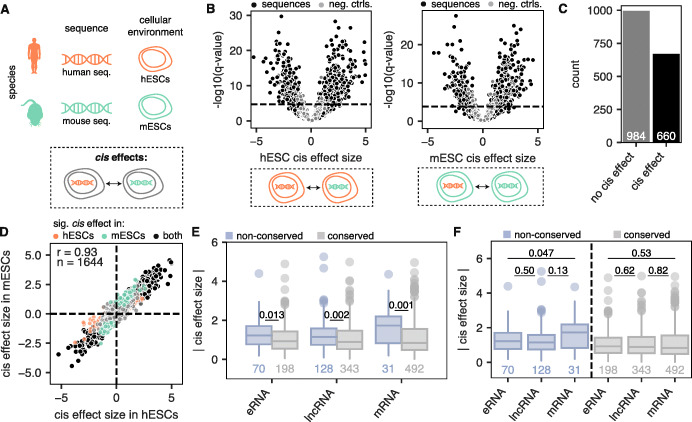
Forty percent of orthologous regulatory elements show significant *cis* effects. **a** Schematic depicting the definition of a *cis* effect: MPRA activity differences between human sequences and mouse sequences while keeping the cellular environment constant. **b** Volcano plot showing the *cis* effect sizes (log2 fold changes in activity between sequences in hESCs (left) and mESCs (right)) of orthologous sequences (black) and null differential controls (gray). Horizontal line depicts an empirical FDR cutoff of 0.1, calculated using null differential controls (see the “Methods” section). **c** Count of orthologous sequence pairs with significant *cis* effects in either hESCs or mESCs. **d** Scatter plot showing the *cis* effects measured in hESCs (*x* axis) and mESCs (*y* axis) for a given sequence pair, colored by whether they are significant in hESCs (orange), mESCs (green), both (black), or neither (gray). Spearman’s rho and number of sequences are shown. **e** Absolute *cis* effect sizes across biotypes, broken up into non-conserved TSSs (blue) and conserved TSSs (gray). *p* values shown are from a two-sided Mann-Whitney test. **f** Same as **d**, but this time comparing differences across biotypes. *p* values shown are from a two-sided Mann-Whitney test

We next sought to examine how *cis* effects differ across biotypes, including conserved and non-conserved TSSs. 

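Non-conserved lncRNA TSSs had larger *cis* effects than conserved ones. Their median absolute effect was 1.27 over 114 pairs against 0.83 over 251, a difference of 0.445 (bootstrap 95% interval, 0.261 to 0.576). An effect was called in 91.2% of the non-conserved and in 84.5% of the conserved lncRNA pairs. For mRNA TSSs the difference was 0.009 (-0.405 to 0.563), with 14 non-conserved pairs. The difference for lncRNA TSSs shrank to 0.121 among pairs active in both native contexts. With activity called by rank among random sequences it was 0.671, and for mRNA TSSs 0.675. Groups are described without a test, since biotypes were at hand for part of the pairs.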

Within each biotype, non-conserved regulatory element pairs showed significantly higher *cis* effects than conserved regulatory element pairs (Fig. 2e). We confirmed that our non-conserved pairs are *bona fide* non-conserved regulatory elements, as the non-conserved pairs we had defined (non-conserved TSSs and their orthologous sequence in the other species that lacked a TSS) had higher pairwise alignment scores than they did to the closest TSS in the other species (Additional file 1: Figure S8). Thus, these non-conserved regulatory elements are not due to misalignments between genomes. 

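Conserved eRNA TSSs had the largest median absolute *cis* effect of the conserved biotypes, 1.05 over 187 pairs, and a *cis* effect was called in 93.0% of them. Conserved mRNA TSSs followed with 0.86 over 425 pairs, of which 80.5% had a called effect. The interquartile ranges overlapped, at 0.65 to 1.52 for eRNA, 0.46 to 1.54 for mRNA and 0.46 to 1.41 for lncRNA TSSs.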

*Cis* effect sizes across biotypes were relatively uniform (Fig. 2f). However, non-conserved mRNA TSSs showed the highest *cis* effect sizes (Fig. 2f), consistent with the idea that the largest jump in activity is from mRNA TSSs—which have the highest activity out of all biotypes—to sequences without a TSS at all.

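The 14 non-conserved mRNA TSSs had a median absolute *cis* effect of 0.87, with quartiles of 0.48 and 1.41. A *cis* effect was called in 12 of them. In the same units, non-conserved lncRNA TSSs had quartiles of 0.85 and 1.64.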

### *Cis* effects are associated with disruption of certain TF motifs

*Cis* effects are often caused by disruption of motifs that are recognized by sequence-specific transcription factors (TFs). Thus, we next sought to determine the relationship between *cis* effects and TF motifs. Previous work showed that only a subset of TF motifs can be reliably associated with MPRA activity variance [29]. Thus, we selected a set of 466 motifs from TFs that are expressed in hESCs and mESCs and are associated with MPRA activity (Additional file 1: Figure S9; Additional file 3: Table S5) either as activators or as repressors for further analysis. As expected, regulatory element pairs showing no *cis* effects shared more TF motifs than sequence pairs with significant *cis* effects (Fig. 3a), reinforcing the notion that the more TF motifs two sequences have in common, the more similar their activity levels. In addition, we found 17 individual motifs were significantly associated with *cis* effects when disrupted. The majority of these motifs were predicted activators and enriched in mRNAs (Fig. 3b); indeed, several of the strongest effect sizes could be attributed to the ETS transcription factors, including the oncogenic TF ETV1 [31] (Fig. 3c). However, we also found a subset of motifs that were predicted repressors and enriched in eRNA TSSs (Additional file 1: Figure S10). Thus, while *cis* effects can generally be attributed to the disruption of strong activating motifs, in rarer cases, *cis* effects are due to the disruption of weak repressive motifs. 

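Pairs in which an ETS site was present in a single species had larger *cis* effects than pairs that kept the site. Where the site was in the human sequence alone (77 pairs), the median *cis* effect was -0.81, so the human sequence was the more active. Where it was in the mouse sequence alone (84 pairs), the median was 1.11. In 106 pairs that kept an ETS site it was 0.25. The median absolute effect was 1.29 in the 161 pairs with a disrupted site and 0.68 in those with a maintained one. The CCAAT box, bound by NF-Y, showed the same order, with medians of -0.96 over 49 pairs with the box in human alone, 0.46 over 79 with it in mouse alone and 0.12 over 105 with it in both. In a linear model with GC and CpG terms, a disrupted ETS site raised the transformed absolute effect by 0.495 standard deviations (SE 0.119, adjusted p = 2.70e-04, permutation test) and a disrupted CCAAT box by 0.447 (SE 0.126, adjusted p = 0.0018). Of 16 sites fixed before the data were examined, 9 had enough pairs to be tested, and these were the only ones of the 9 under an adjusted p of 0.05. Exact matches to a consensus, CCGGAAG for ETS and CCAATCR for the CCAAT box, took the place of the motif scan with FIMO, and the ETS consensus does not tell ETV1 from other ETS factors.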

While this may reflect real biological effects, it may also be due to the fact that MPRAs are more powered to detect activators over repressors [29, 32].

**Fig. 3:**
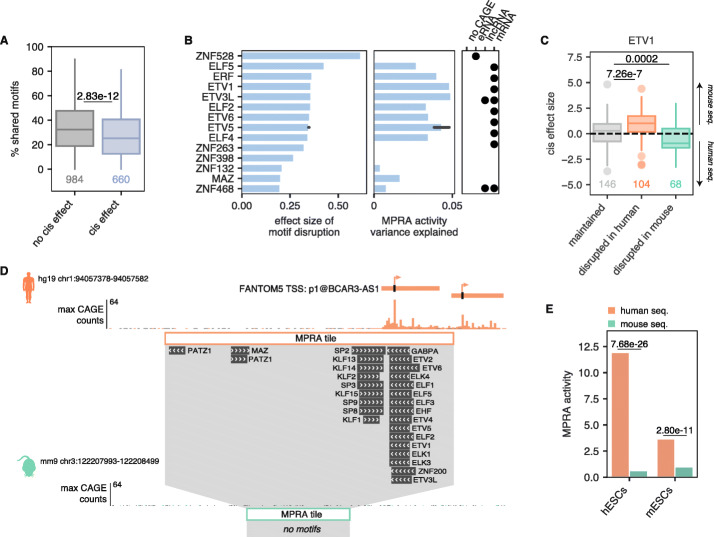
Disruption of certain motifs is associated with *cis* effects. **a** Percentage of shared motifs in tiles that show *cis* effects vs. those that do not. *p* value shown is from a one-sided Mann-Whitney test. **b** Plot showing the activating motifs whose disruption is significantly associated with *cis* effects (FDR < 0.05). Left: effect size associated with motif disruption. Middle: additional variance in MPRA activity explained by the TF. Right: enrichment of a given TF motif across biotypes, as determined by a hypergeometric test. Black dots denote significant enrichment (FDR < 0.05). The ETV5 TF has two “best” motifs according to the curated Lambert et al. [30]. TF list, and therefore, the average of these two motifs are plotted, with the bootstrapped 95% confidence interval shown. **c** Relationship between *cis* effect sizes and the ETV1 motif, where “maintained” are sequence pairs that both have the ETV1 motif, “disrupted in human” are pairs where the ETV1 motif is present in mouse but not in human, and “disrupted in mouse” are pairs where the ETV1 is present in human but not in mouse. A *cis* effect size > 0 indicates the mouse sequence has higher activity whereas a *cis* effect size < 0 indicates the human sequence has higher activity. *p* values shown are from a two-sided Mann-Whitney test. **d** Genome browser screenshot of an example locus showing a *cis* effect. Only motifs that were found to explain ≥ 1% of the variance in MPRA activity are shown. **e** MPRA activities for human sequence (orange) and mouse sequence (green) in hESCs and mESCs for the locus shown in **d**. *p* values shown are the *q* values calculated by MPRAnalyze

An example of a *cis* effect can be seen at the TSS for the human-specific lncRNA *BCAR3-AS1*. In human, the strongest core promoter region of *BCAR3-AS1* contains many strong activating motifs, including several ETS motifs (Fig. 3d). The orthologous region in the mouse, however, shows no CAGE activity and lacks these motifs, as there is no orthologous lncRNA in the mouse (Fig. 3d). As expected, the pairwise alignment score between the human BCAR3-AS1 TSS region and the region shown in Fig. 3d is higher than the alignment score to the nearest mouse TSS (160.9 compared to 138.5), indicating that our MPRA tiles are correctly aligned. 

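The human sequence at BCAR3-AS1 (hg19 chromosome 1, 94057411 to 94057554, plus strand, tile 1) lies in an exon of this lncRNA and in an intron of BCAR3 on the opposite strand. Its activity was 12.25 ± 2.99 in hESCs and 3.3 ± 0.49 in mESCs (SD, n = 3). The mouse sequence (mm9 chromosome 3, 122208170 to 122208313, minus strand) lies in an intron of Bcar3 and had an activity of 0.64 ± 0.06 in hESCs and 0.87 ± 0.04 in mESCs, below the median random sequence. The log2 fold change between them was -4.27 (SE 0.19) in hESCs and -1.92 (SE 0.17) in mESCs. The difference exceeds the spread between replicates in both cell types. The human sequence, with 59.7% GC, holds an ETS and an SP or KLF consensus match and reads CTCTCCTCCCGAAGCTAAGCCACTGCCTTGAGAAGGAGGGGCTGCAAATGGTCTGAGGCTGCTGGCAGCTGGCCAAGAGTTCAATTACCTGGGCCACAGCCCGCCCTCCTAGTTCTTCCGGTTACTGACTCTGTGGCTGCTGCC. The mouse sequence, with 49.3% GC, holds no match to the 16 sites and reads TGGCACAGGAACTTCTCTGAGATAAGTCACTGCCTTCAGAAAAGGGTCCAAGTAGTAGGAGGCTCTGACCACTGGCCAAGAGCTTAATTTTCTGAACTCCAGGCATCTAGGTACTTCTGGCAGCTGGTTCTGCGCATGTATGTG. The human sequence was also less active in mESCs than in hESCs, with a log2 fold change of -1.8 (SE 0.17), whereas the change of 0.56 (SE 0.16) for the mouse sequence was not called.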

In our MPRA, this pair shows a significant *cis* effect: the human sequence is significantly more active than the orthologous mouse sequence in both hESCs and mESCs (Fig. 3e). Collectively, our results show that *cis* effects are common—especially in regulatory element pairs that show activity changes between species—and associated with disruption of specific TF motifs.

### *Trans* effects are rare and highest in eRNA TSSs

After quantifying *cis* effects, we next sought to quantify *trans* effects. We defined *trans* effects as the difference in MPRA activity driven by differences in cellular environment alone and measured them by quantifying MPRA activity differences between hESCs and mESCs while keeping the sequence constant (Fig. 4a). As with *cis* effects, human and mouse regulatory elements showed higher *trans* effects than null differential controls (Fig. 4b). 

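The median absolute *trans* effect was 0.37 for human and 0.33 for mouse sequences, and most effects were negative, which means a higher activity in hESCs. Each *trans* effect is the log2 fold change of 1 sequence in mESCs over hESCs, from the fit used for *cis* effects. The calls among null controls set the threshold at an absolute effect of 0.636 for human and 0.648 for mouse sequences. For *trans* and native effects, these controls hold any change of a CMV tile between the cell types. Of the 400 controls, 100 came from a tile with an activity of 3.11 ± 0.4 in hESCs and 1.77 ± 0.14 in mESCs. The threshold is therefore not drawn from controls without a difference. The median effect over all active pairs was -0.2 for human and -0.07 for mouse sequences. It moved to -0.09 and 0.04 with upper quartile scaling and to -0.3 and -0.17 when libraries were scaled to the median random sequence, so the zero point of *trans* effects rests on the scaling.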

Overall, 18% of the 1644 filtered regulatory element pairs with significant activity showed a significant *trans* effect in the human sequence, the mouse sequence, or both (Fig. 4c). 

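A *trans* effect was called in 440 of 1794 pairs (24.5%). It was called in 305 human sequences, of which 44 were more active in mESCs and 261 in hESCs, and in 232 mouse sequences, of which 60 were more active in mESCs and 172 in hESCs. In 97 pairs both sequences had a called effect, with the same sign in 94. The share of calls that were higher in mESCs was 14.4% for human and 25.9% for mouse sequences, and it became 26.6% and 44.2% with upper quartile scaling and 5.9% and 10.5% with scaling to the median random sequence. The largest effects towards hESCs were at an eRNA TSS pair. Its human sequence (hg19 chromosome 9, 110512138 to 110512281, plus strand) had an activity of 25.8 ± 0.71 in hESCs and 3.85 ± 0.3 in mESCs (SD, n = 3), a log2 fold change of -2.64 (SE 0.15). Its mouse partner (mm9 chromosome 4, 55743312 to 55743455) had 10.64 ± 0.47 and 1.95 ± 0.18, a change of -2.34 (SE 0.14). On the opposite strand of the same locus, the effects were -2.24 for human and -2.6 for mouse. Effects of similar size were seen for human sequences at ENSG00000267279 (chromosome 18, 59274190 to 59274333, 10.26 ± 1.32 in hESCs and 1.58 ± 0.11 in mESCs), DLGAP1-AS2 (chromosome 18, 3603561 to 3603704, change -2.58) and SERTAD4-AS1 (chromosome 1, 210407223 to 210407366, change -2.56). Towards mESCs, the largest effect was upstream of AKR1B10, an aldo-keto reductase gene (chromosome 7, 134212116 to 134212259), with 1.24 ± 0.17 in hESCs and 3.65 ± 0.45 in mESCs, a change of 1.66 (SE 0.19). It was followed by mouse sequences on chromosome 15 (82755264 to 82755407, change 1.54, and 1.48 for the other strand), whose aligned human partner lies in an intron of TCF20, on chromosome 7 near Ftl1 (52716346 to 52716489, 3.29 ± 0.4 and 8.87 ± 2.21) and in an intron of Napepld (chromosome 5, 21179150 to 21179293, change 1.47). Without hESC replicate 1, 299 pairs were called. With Benjamini-Hochberg adjustment in place of the CMV threshold 1079 were called, with a threshold from random sequences 1108, and with the CMV threshold another grouping of the 6 libraries gave 955.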

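For each pair, a representative *cis* and a representative *trans* effect were taken by the paper's rule, the called effect or the larger of both. The median absolute *cis* effect was 0.95 (quartiles 0.53 and 1.58). The median absolute *trans* effect was 0.53 (quartiles 0.33 and 0.79). The *cis* effect was the larger in 1313 pairs (73.2%), and a paired permutation test with sign flips gave p = 1e-05, the smallest possible (two-sided). A *cis* effect compares different barcodes, whereas a *trans* effect compares the same barcodes in both cell types. Barcode splits of 1 TSS sequence alone had median absolute effects of 0.228 in hESCs and 0.266 in mESCs. Noise between barcodes can thus enlarge *cis* effects, and this p cannot tell it from a true difference in size. Among called effects, the medians were 1.09 for *cis* and 0.97 for *trans* effects. The smallest absolute effect that could be called was 0.27 to 0.29 for *cis* and 0.64 to 0.65 for *trans* effects, so these medians cannot be compared.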

Compared to *cis* effect sizes, however, *trans* effect sizes were much lower. *Trans* effect sizes were also only moderately correlated across orthologous human and mouse sequences, highlighting the dominance of *cis* effects (Fig. 4d). In addition, unlike *cis* effects, we found that within each biotype, *trans* effects were similar between conserved and not conserved TSSs (Fig. 4d). 

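Human and mouse sequences of a pair had *trans* effects with a Spearman's rho of 0.34 (bootstrap standard error 0.0225) and a Pearson's r of 0.369 across the active pairs. Each had a permutation p of 1e-05, the smallest possible. The eRNA TSS pair on human chromosome 9 and the pair at BCAR3-AS1 differed, the former with effects of like size in both sequences and the latter with a called effect of -1.8 in the human sequence and none called in the mouse sequence (0.56). Where both sequences had a called effect, the sign was the same in 94 of 97 pairs. All *trans* effects share the scaling of the same 6 libraries.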

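Non-conserved lncRNA TSSs had a median absolute *trans* effect of 0.5 (114 pairs) and conserved ones of 0.6 (251 pairs), a difference of -0.104 (bootstrap 95% interval, -0.188 to 0.036). For mRNA TSSs, the medians were 0.56 over 14 non-conserved pairs and 0.48 over 425 conserved pairs, a difference of 0.079 (-0.165 to 0.225). Both intervals include 0. A *trans* effect was called in 23.7% of non-conserved and 24.7% of conserved lncRNA TSSs, and in 2 of 14 non-conserved mRNA TSSs against 21.4% of conserved ones.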

While *trans* effect sizes were low in general, we found that conserved eRNA TSSs had the highest *trans* effect sizes (Fig. 4e). 

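Conserved eRNA TSSs had a median absolute *trans* effect of 0.59 (quartiles 0.35 and 0.9) over 187 pairs. Conserved lncRNA TSSs were at the same level, with quartiles of 0.35 and 0.78, and conserved mRNA TSSs were lower, with quartiles of 0.3 and 0.77. The share with a called *trans* effect was highest for conserved eRNA TSSs, at 29.4%.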

We speculate that this may reflect the fact that transcribed enhancers are sometimes redundant—i.e., multiple enhancers regulate the same target gene to help maintain gene expression strength [33]—and this may allow for eRNA TSSs to absorb *trans* effects at minimal fitness costs.

**Fig. 4:**
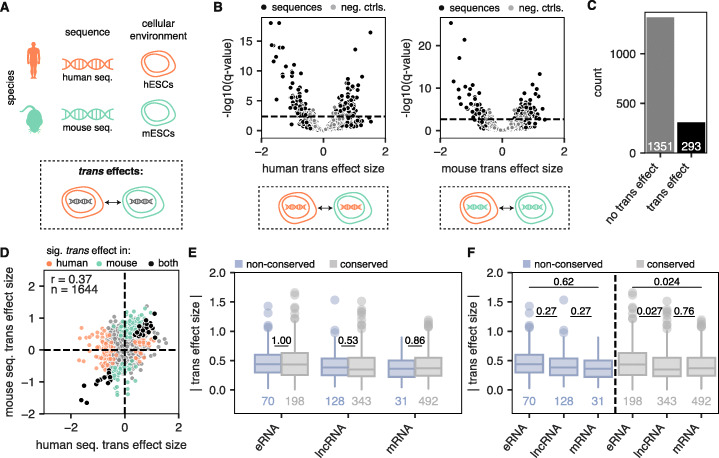
Eighteen percent of orthologous regulatory elements show significant *trans* effects. **a** Schematic depicting the definition of a *trans* effect: MPRA activity differences between hESCs and mESCs while keeping the sequence constant. **b** Volcano plot showing the *trans* effect sizes (log2 fold changes in cell type for human sequences (left) and mouse sequences (right)) of regulatory sequences (black) and null differential controls (gray). Horizontal line depicts an empirical FDR cutoff of 0.1, calculated using null differential controls (see the “Methods” section). **c** Count of orthologous sequence pairs with significant *trans* effects (either human or mouse). **d** Scatter plot showing the *trans* effects measured for human sequences (*x* axis) and mouse sequences (*y* axis) for a given sequence pair, colored by whether they are significant in human (orange), mouse (green), both (black), or neither (gray). Spearman’s rho and number of sequences are shown. **e** Absolute *trans* effect sizes across biotypes, broken up into non-conserved TSSs (blue) and conserved TSSs (gray). *p* values shown are from a two-sided Mann-Whitney test. **f** Same as **d**, but this time comparing differences across biotypes. *p* values shown are from a two-sided Mann-Whitney test

### A subset of differentially expressed TFs are associated with *trans* effects

We next focused on identifying the TFs associated with the observed *trans* effects. We used a linear model to determine whether motif presence was significantly associated with *trans* effect sizes (see the “Methods”). After adjusting for multiple hypothesis testing, we found that 137 TFs (corresponding to 156 unique motifs) were significantly associated with *trans* effects. As motifs for different TFs can often be very similar to each other [30] (e.g., all POU TFs share the consensus motif ATGCAAAT), we reasoned that while we found many motifs to be significantly associated with *trans* effects, only a subset of these TFs were likely driving the *trans* effect signal. To hone in on these, we performed RNA sequencing on our hESCs and mESCs in order to find differentially expressed genes between the two species. 

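RNA-seq measured the genes expressed in the cells of the reporter assay. hESCs of 3 passages were sequenced after each of 3 transfections with the library and once untransfected, and mESCs of 3 passages once transfected and once untransfected, which gave 18 libraries. The libraries held 15447549 to 20971095 counted fragments for transfected hESCs (9 libraries, median 17129382), 18684612 to 22018956 for untransfected hESCs (3, median 20482385), 17238661 to 19669495 for transfected mESCs (3, median 17680518) and 15107041 to 19050791 for untransfected mESCs (3, median 18682503). The authors aligned reads with HISAT2 and counted fragments per gene with featureCounts, without a strand option, so antisense and overlapping genes share fragments. The paper gives mm10 for mouse, whereas the headers of the mouse count files name mm9, and mouse positions are therefore given on mm9. The counts of the 3 transfections of an hESC passage were summed, leaving 6 libraries per species. Human and mouse genes were compared over 14556 one-to-one ortholog pairs, 661 of them the TF pairs of Table S6 and 13895 genes with the same symbol, which took 87.3% of the hESC and 86.7% of the mESC fragments. The 11518 pairs with at least 1 cpm (counts scaled by library size) in at least 3 libraries were tested with edgeR's quasi-likelihood test after TMM scaling, with transfection status as a covariate. Gene length was not corrected, so that a fold change between species holds differences in transcript length and annotation. The hESC counts lack part of the major histocompatibility region. Over 63 orthologs at 28 to 34 Mb of hg19 chromosome 6 with at least 10 cpm in mESCs, other than TFs without hESC counts, the median log2 ratio of hESC to mESC cpm was -10.45 (quartiles -11.76 and -6.84), against -0.25 over 7719 orthologs elsewhere. RPS18, a ribosomal protein gene of this region, had 9 fragments in all 12 hESC libraries and 1704.4 cpm in mESCs. The hESC files list the region again on 7 haplotype sequences, whose 2329 genes have no fragment in any hESC library. The gene ID given for GTF2I in Table S6 is on a patch sequence and has no fragment in any hESC library, whereas the entry for GTF2I on chromosome 7 has 29092. The 37 mitochondrial genes of the hESC files have no fragment either, whereas they took 1.8% to 2.21% of the mESC fragments.

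**Figure D1:**
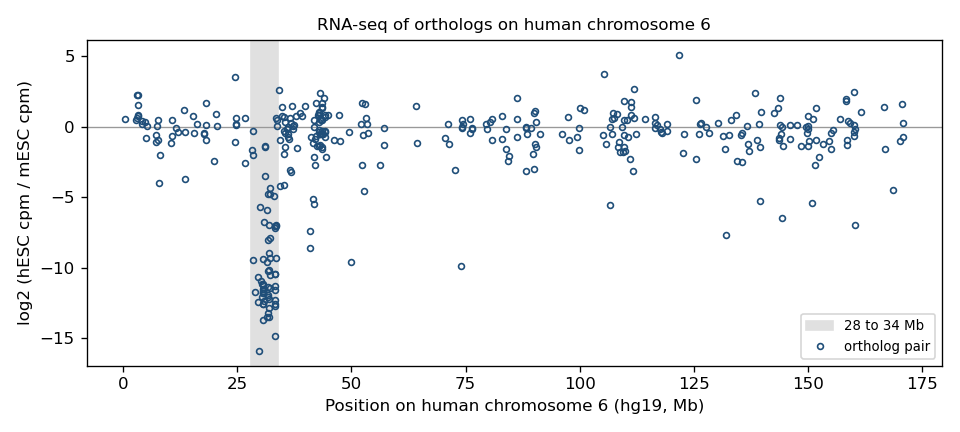
Log2 ratio of hESC to mESC cpm for 378 ortholog pairs on human chromosome 6 with at least 10 cpm in mESCs (means over 12 hESC and 6 mESC libraries), by position on hg19. Shaded, 28 to 34 Mb, with 67 of the pairs.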

We limited our analysis to one-to-one orthologs between human and mouse and used a robust normalization technique (see the “Methods” section, Additional file 1: Figure S11). 

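hESCs and mESCs differed in the level of most TFs. Of 637 tested TFs, 408 (64.1%) differed at an absolute log2 fold change of at least 1 and an adjusted p under 0.01 from edgeR, 221 higher in mESCs and 187 higher in hESCs. Among the other 10881 ortholog pairs, 6026 (55.4%) passed the same thresholds. The TFs with the largest fold change towards mESCs outside the poorly counted region include TBX3, a TF of naive pluripotency (log2 fold change 10.68, SE 0.3, 0.188 ± 0.16 cpm in hESCs and 272 ± 37 in mESCs, SD, n = 6), SPIC (11.14), VAX2 (10.82) and EN2, which had no count in hESCs and was at least 807-fold higher in mESCs. For a gene without a count, the fold is taken against 3 counts over the group. SPIC and VAX2 had 1 count each over all hESC libraries, so their values are fitted from 1 count and are not such a bound. ZFP57, ZBTB12, RXRB and ZBTB22 also had no count in hESCs and were at least 41100-fold, 3260-fold, 3310-fold and 2040-fold higher in mESCs, but lie in the part of chromosome 6 where hESC counts are missing, as does ATF6B (11.71). GTF2I, at least 14800-fold higher, is counted in hESCs on the patch sequence that received no fragment. Towards hESCs, POU3F1, a POU factor of primed pluripotency and neural development, had 17.4 ± 5.55 cpm in hESCs and no count in mESCs, and was at least 572-fold higher in hESCs. HES3, IRF4, FOXB1, HNF4G, NHLH2, NRL and FOXI2 also had no count in mESCs, and were at least 205-fold, 79.7-fold, 58.7-fold, 60.3-fold, 52.8-fold, 41.5-fold and 43.9-fold higher in hESCs. HEYL (-8.81) and RORB (-8.16), each fitted from 1 count over all mESC libraries, complete the 10 TFs with the largest change in this direction. SOX3, a neural SOX factor, was 230-fold higher in hESCs (-7.84, SE 0.34), and PLAGL1, an imprinted zinc finger gene, 79.5-fold higher in mESCs (6.31, SE 0.2). Without the genes of patch sequences and of 28 to 34 Mb of chromosome 6, an alternative chosen after seeing the data, 399 of 629 TFs passed. In 449 of the 637 TFs every library of one species was above every library of the other.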

Of the 1032 TFs known to be one-to-one orthologs between human and mouse, 661 of these TFs were expressed in either hESCs or mESCs and 428 were significantly differentially expressed (absolute log2 fold change ≥ 1 and FDR < 0.01) between hESCs and mESCs (Fig. 5a; Additional file 4: Table S6). Of the 137 TFs we found to be significantly associated with *trans* effects, 120 were one-to-one orthologs detected in our RNA-seq data. Of these, 67 were differentially expressed between hESCs and mESCs (Additional file 1: Figure S12). We reasoned that TFs likely driving *trans* effects would match in the direction of their differential expression and the direction of their *trans* effects. Of the 67 aforementioned TFs, 44 (66%) agreed in the directionality of their differential expression and *trans* effect enrichment (Fig. 5b). These included both constitutively active TFs (e.g., SP1, ARNT) as well as tissue-specific TFs (e.g., immune factor BACH2, developmental regulator POU2F3/OCT11) (Fig. 5c). 

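SP1, a ubiquitous activator of GC-rich promoters, had 136 ± 24.5 cpm in hESCs and 351 ± 32.4 in mESCs (SD, n = 6), and ARNT, the partner of several bHLH-PAS factors, 47 ± 2.41 and 145 ± 11.6. SP1 (hg19 chromosome 12, 53773960 to 53810230) was 2.49-fold higher in mESCs (log2 fold change 1.32, SE 0.1, adjusted p = 1.55e-08 from edgeR's quasi-likelihood test). ARNT (chromosome 1, 150782189 to 150849184) was 2.98-fold higher in mESCs (1.57, SE 0.08, adjusted p = 2.05e-10 from the same test). BACH2, a repressor known from B cells (chromosome 6, 90636247 to 91006562), was 3.94-fold higher in hESCs, with 6.23 ± 2.06 cpm against 1.67 ± 1.24 (-1.98, SE 0.42, adjusted p = 5.43e-04). Sequences with a consensus match for the factors of these classes also differed between the cell types. The *trans* effect of 906 sequences with a GC box, bound by SP and KLF factors, was higher by 0.129 (SE 0.022, adjusted p = 7.50e-05) than that of sequences without one, and so shifted towards mESCs. For 169 sequences with an E-box, bound by ARNT among others, the shift was 0.151 (SE 0.043, adjusted p = 0.00122), and for 42 sequences with the POU octamer 0.186 (SE 0.084, adjusted p = 0.0478). For 145 sequences with the site shared by AP-1 and BACH factors, the shift was -0.176 (SE 0.047, adjusted p = 6.60e-04), towards hESCs. ETS sites (0.203), CCAAT boxes (0.119), STAT sites (0.113) and the ZBTB33 site (0.561, 15 sequences) were also shifted towards mESCs, and SOX sites (-0.177) towards hESCs, so that 9 of 15 tested sites passed an adjusted p of 0.05 in permutation tests with GC and CpG terms. These p values and errors take sequences as the unit and leave out the spread between libraries. With single replicates, the ETS term ran from 0.124 to 0.311 in mESCs and from 0.156 to 0.245 in hESCs, a spread beyond its error of 0.03. The ETS, SOX and AP-1 or BACH terms kept their sign in every replicate, and the other sites were not fitted by replicate. Under 24 other settings, 1 of them (listed pairs only) chosen after seeing the values, 6 to 9 sites passed, and the POU octamer, SOX and STAT sites lost their call under 5, 6 and 11 of them. Several factors bind each site, and AP-1 factors went both ways. Of 22 tested KLF and SP factors, 13 were higher in mESCs and 4 lower, counts that were the same when adjusted over the list alone (camera, adjusted p = 0.0121, but adjusted p = 0.238 with an estimated correlation). Of 26 E-box factors, 10 were higher and 5 lower (adjusted p = 0.466), and of 19 AP-1 and BACH factors, 4 were higher and 9 lower (adjusted p = 0.527). The paper reasons that TFs behind *trans* effects would match in the direction of their expression and of their *trans* effects, and names SP1, ARNT, BACH2 and POU2F3 among those that do.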

We speculate that a subset of the TFs enriched in *trans* effects that are not differentially expressed may be contributing to *trans* effects through alternative mechanisms, such as evolutionary differences in TF-TF interactions.

**Fig. 5:**
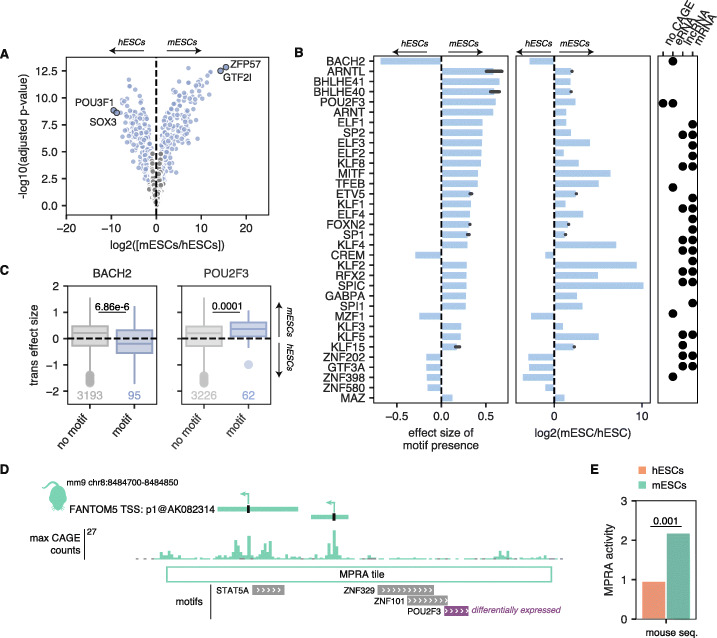
*Trans* effects are associated with a subset of differentially expressed TFs. **a** Volcano plot showing the differential expression of orthologous human and mouse TFs in hESCs and mESCs. Blue dots indicate significantly differentially expressed TFs (FDR < 0.01 and absolute log2 fold change ≥ 1). The top 2 most differentially expressed TFs in either direction are highlighted. **b** Plot showing the activating motifs significantly associated with *trans* effects (FDR < 0.05) that are also differentially expressed between hESCs and mESCs in the expected direction. Left: effect size associated with motif enrichment. Motifs that are associated with sequences more highly expressed in mESCs are > 0, and those associated with sequences more highly expressed in hESCs are < 0. Middle: log2 fold change in expression via RNA-seq. Right: enrichment of a given TF motif across biotypes, as determined by a hypergeometric test. Black dots denote significant enrichment (FDR < 0.05). **c** Relationship between *trans* effect sizes and the BACH2 and POU2F3 motifs. *Trans* effect sizes for sequences with motif and without motif. *Trans* effect sizes > 0 indicate higher activity in mESCs while effect sizes < 0 indicate higher activity in mESCs. *p* values shown are from two-sided Mann-Whitney tests. **d** Genome browser screenshot of an example locus showing a *trans* effect. Gray motifs correspond to TFs that are not differentially expressed between hESCs and mESCS; the purple motif, POU2F3, is differentially expressed. **e** MPRA activities in hESCs (orange) and mESCs (green) for the mouse locus shown in **d**. *p* value shown is the *q* value calculated by MPRAnalyze

An example of a *trans* effect associated with a differentially expressed TF can be seen at the promoter of the uncharacterized mouse lncRNA *AK082314* (Fig. 3d). This region harbors 4 motifs for 4 TFs: STAT5A, ZNF329, ZNF101, and POU2F3. Of these 4 TFs, the only one that is differentially expressed between hESCs and mESCs is POU2F3, which is expressed ~ 5-fold more highly in mESCs than hESCs. 

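POU2F3, a POU factor, was 9.16-fold higher in mESCs than in hESCs. Its level was 2.14 ± 0.729 cpm in hESCs and 20.5 ± 9.43 in mESCs (SD, n = 6), a log2 fold change of 3.19 (SE 0.33, adjusted p = 5.69e-07 from edgeR's quasi-likelihood test). The gene lies on hg19 chromosome 11 from 120107349 to 120190654. STAT5A, a TF of cytokine signalling, had 8.21 ± 2.67 cpm in hESCs and 11.6 ± 3.65 in mESCs (0.46, SE 0.2, adjusted p = 0.0426), which misses both thresholds. The zinc finger genes ZNF329 (0.32, SE 0.14) and ZNF101 (0.29, SE 0.08) also stayed under the threshold of fold change. Their adjusted p was 0.0543 for ZNF329 and 0.00515 for ZNF101, whose mouse ortholog in Table S6 is Zfp961.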

Consistent with this, in our MPRA, the *AK082314* promoter shows significantly higher activity in mESCs than in hESCs. Collectively, our results show that we can pinpoint a subset of TFs that may be driving *trans* effects between hESCs and mESCs.

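The mouse sequence at the AK082314 promoter (mm9 chromosome 8, 8484683 to 8484826, minus strand, tile 1) had an activity of 1 ± 0.14 in hESCs and 1.79 ± 0.12 in mESCs (SD, n = 3). The log2 fold change of 0.96 (SE 0.15) passed the threshold, and a share of 0.0025 of the null controls had a p as small. These controls include a CMV tile that was itself less active in mESCs, so the share is not a rate under no difference. The sequence was found by its position in the paper's figure, and no gene is annotated at it in the reference used here. It reads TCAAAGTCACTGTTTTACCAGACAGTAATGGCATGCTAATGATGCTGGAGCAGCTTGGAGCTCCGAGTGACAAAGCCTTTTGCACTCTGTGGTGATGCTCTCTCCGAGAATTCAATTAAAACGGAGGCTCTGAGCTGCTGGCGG, with no match to the POU octamer or the other consensus sites. Sites were sought as exact matches to a consensus, which misses a site that differs from it by a single base. The paper's motif scan lists a POU2F3 motif in this region, so the lack of an exact match does not show that a POU site is absent. The human partner of the mouse sequence, found by alignment (hg19 chromosome 13, 106997928 to 106998071), had 1.01 ± 0.11 in hESCs and 0.97 ± 0.08 in mESCs, a change of 0.06 (SE 0.15) that was not called. With the first transfection of each hESC passage alone, the change of the mouse sequence was 0.82 and no longer passed.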

### Co-occurrence of *cis* and *trans* effects in opposite directions is rare at eRNA TSSs

*Cis* and *trans* effects can co-occur, and previous gene-based studies have shown an excess of *cis* and *trans* effects occurring in opposite directions [14, 16–18]. These so-called compensatory *cis*-*trans* effects help to stabilize gene expression over evolutionary time. It is unclear, however, whether the observed compensation between *cis* and *trans* effects occurs at the individual regulatory element level, or whether the compensation occurs primarily across different regulatory elements that regulate the same target gene [5]. We therefore sought to examine the extent of *cis*-*trans* compensation occurring within individual regulatory elements.

Of the 794 regulatory element pairs with either a *cis* or a *trans* effect, we found that 159 (20%) showed both *cis* and *trans* effects (odds = 2.01, *p* = 8.6 × 10^−8^, Fisher’s exact test). 

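Both a *cis* and a *trans* effect were called in 406 of the 1577 pairs with either (25.7%). The odds ratio was 2.28 (Fisher's exact test, p = 5.74e-06), and 217 of the active pairs had neither effect. The *cis* and *trans* effects of a pair are computed from the same activities. A difference in *trans* effect between its sequences is therefore also a difference in *cis* effect between the cell types. This link alone could raise the odds ratio, so this p cannot decide whether *cis* and *trans* effects are related. Among the pairs with both, BCAR3-AS1 and MIR4435-2HG had *cis* and *trans* effects that both favoured human, the latter with a *trans* effect of -2.1 for its human sequence. Over all of them, the effects had the same direction in 239 (58.9%, exact 95% binomial interval 53.9% to 63.7%) and opposite directions in 167. Among pairs active in both native contexts, 93 of 232 were directional (40.1%, 33.7% to 46.7%), so the majority turned to compensatory. Among pairs active in a single native context, 146 of 174 were directional (83.9%, 77.6% to 89.0%).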

We then determined how often the co-occurrence of *cis* and *trans* effects was compensatory (i.e., the two effects were in opposite directions—for example, the first panel of Fig. 6a depicts a regulatory element pair with a *cis* effect showing that the mouse sequence is more active, but a *trans* effect showing that the human environment results in higher activity) or “directional” (i.e., the two effects were in the same direction—for example, the second panel of Fig. 6a depicts a regulatory element pair where the *cis* and *trans* effects are both higher for the human sequence and cell type, respectively). Consistent with previous results, we found that the majority of conserved mRNA TSSs with both *cis* and *trans* effects showed compensatory *cis*-*trans* effects (58%, Fig. 6b). 

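Of 78 conserved mRNA TSSs with both effects, 43 were compensatory, which is 55.1% (exact 95% binomial interval, 43.4% to 66.4%). The other 35 were directional. The interval includes 50%.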

Conserved lncRNA TSSs also showed an excess of *cis*-*trans* compensation (57%, Fig. 6b). However, conserved eRNA TSSs showed an excess of directional *cis*-*trans* effects (75%, Fig. 6b), as did non-conserved TSSs (aggregated 72%, Fig. 6b). Thus, whereas mRNA and lncRNA TSS conservation is associated with *cis*-*trans* compensation, regulatory element turnover between human and mouse is associated with directional *cis*-*trans* effects. Moreover, eRNA TSSs are associated with directional effects, regardless of conservation status.

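Conserved lncRNA TSSs were compensatory in 27 of 56 pairs with both effects, a share of 48.2%. The exact 95% binomial interval of 34.7% to 62.0% includes 50%.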

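Among 53 conserved eRNA TSSs with both effects, 38 were directional (71.7%, exact 95% binomial interval 57.7% to 83.2%). The non-conserved mRNA and lncRNA TSSs with both effects numbered 29, of which 21 were directional (72.4%, 52.8% to 87.3%). Of these, 19 of 27 lncRNA TSSs and 2 of 2 mRNA TSSs were directional. Non-conserved eRNA TSSs were not analysed here, and whether the share differs between biotypes was not tested.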

**Fig. 6:**
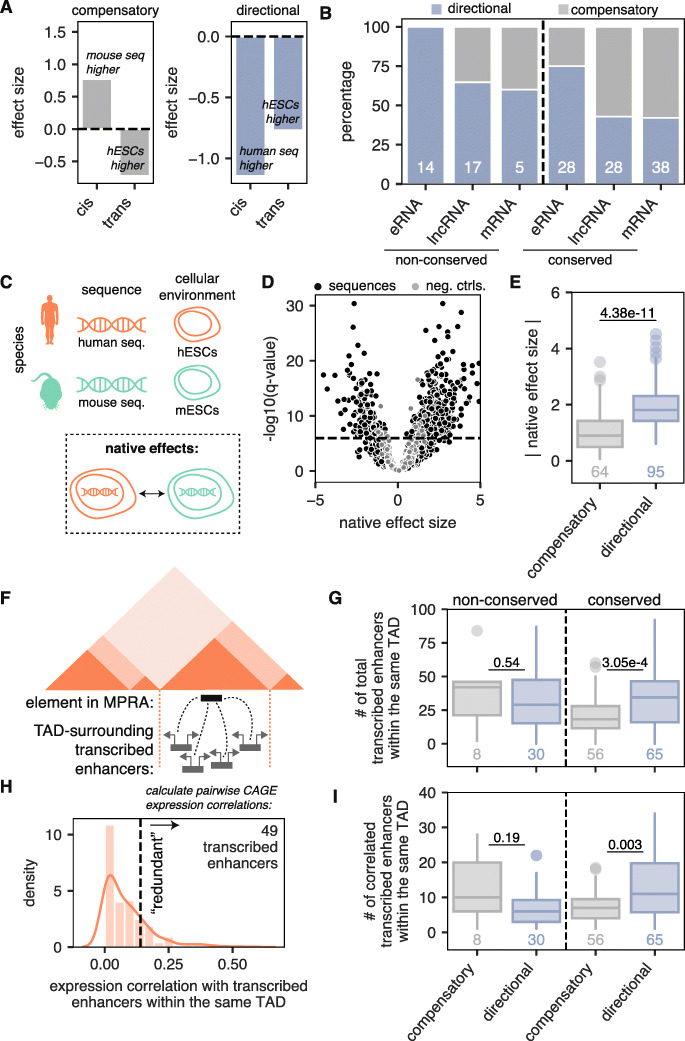
Forty percent of regulatory pairs show evidence of compensation between *cis* and *trans* effects. **a** Example of a compensatory *cis*-*trans* effect (left) and a directional *cis*-*trans* effect (right). Effect sizes > 0 indicate higher activity in the mouse sequence or cellular environment whereas effect sizes < 0 indicate higher activity in the human sequence or cellular environment. **b** Percent of regulatory element pairs across biotypes with directional *cis*/*trans* effects (blue) and compensatory *cis*/*trans* effects (gray), broken up by conservation status. Only pairs with both *cis* and *trans* effects are considered, and the total number in each group is shown. **c** Schematic showing overview of how native effects are defined. **d** Volcano plot of native effect sizes for orthologous regulatory element pairs (black) compared to null differential controls (gray). Horizontal line depicts an empirical FDR cutoff of 0.1, calculated using null differential controls (see the “Methods” section). **e** Absolute native effect sizes for sequences showing compensatory *cis*-*trans* effects compared to directional *cis*-*trans* effects. *p* value shown is from a one-sided Mann-Whitney test. **f** Schematic showing the analysis outlined in **g**–**i**. Darker triangles depict TADs as defined by Dixon et al. [34]. Elements in the MPRA include both gene and eRNA TSSs. **g** Number of transcribed enhancers (mean between human and mouse tiles) within the same TAD as given elements in the MPRA, broken up by conservation status. Only pairs with both *cis* and *trans* effects are considered, and the number in each group is shown. *p* values shown are from a two-sided Mann-Whitney test. **h** Example of Otsu’s method applied to threshold transcribed enhancers into those that are “redundant” (based on CAGE expression correlation) and those that are not. In this example, 49 transcribed enhancers are higher than the threshold (dashed line) and are therefore considered redundant with the element in the MPRA. **i** Number of redundant transcribed enhancers within the same TAD (mean between human and mouse tiles) as defined by Otsu’s method, broken up by conservation status. Only pairs with both *cis* and *trans* effects are considered, and the number in each group is shown. *p* values shown are from a two-sided Mann-Whitney test

We next wondered whether the regulatory elements that show *cis*-*trans* compensation show evidence of stabilized activity between species. To this end, we examined the activity of orthologous regulatory element pairs in their native environments—human sequences in hESCs and mouse sequences in mESCs. We reasoned that if compensatory *cis*-*trans* effects stabilize regulatory element activity, we should see that regulatory elements in their native environments show virtually equal MPRA activities, so we quantified said “native effects” between orthologous regulatory element pairs (Fig. 6c, d). Indeed, regulatory element pairs showing compensatory *cis*-*trans* effects showed very low differences in native activity, whereas regulatory element pairs showing directional *cis*-*trans* effects showed large differences in native activity (Fig. 6e). Thus, quantitative regulatory element activity levels are stabilized and destabilized by compensatory and directional *cis*-*trans* effects, respectively.

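Compensatory pairs differed little in their native contexts. Their median absolute native effect, the log2 fold change of the mouse sequence in mESCs over the human sequence in hESCs, was 0.43 (quartiles 0.24 and 0.86, 167 pairs). In directional pairs the median was 1.48 (quartiles 1.12 and 1.98, 239 pairs). A one-sided permutation test of the Mann-Whitney statistic gave p = 1e-05, the smallest possible. The native effect is the sum of the *cis* effect in hESCs and the *trans* effect of the mouse sequence, so the order of these medians follows in part from how the groups are defined. Over all active pairs, a native effect was called in 870 (48.5%), of which 332 favoured the mouse and 538 the human sequence. With Benjamini-Hochberg adjustment it was called in 1414 pairs, and with activity called by rank among random sequences in 507. The directional pair of BCAR3-AS1 had a native effect of -3.72, and the pair of GTF2F1, with no called *trans* effect, one of 4.87. By biotype, the median absolute native effect was 0.81 for conserved mRNA, 0.78 for conserved lncRNA and 0.94 for conserved eRNA TSSs. Among non-conserved TSSs it was 1.15 for lncRNA and 0.53 for mRNA TSSs, the latter over 14 pairs. The paper reasons that effects which offset each other would leave a pair with nearly equal native activity, and from the difference between compensatory and directional pairs it concludes that the former stabilize the activity of a regulatory element and the latter destabilize it.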

Recent work has shown that genes regulated by larger numbers of transcribed enhancers tend to have more stable transcription throughout evolution [5]. We therefore hypothesized that perhaps regulatory elements lacking redundancy (i.e., having fewer nearby transcribed enhancers that regulate the same target gene) may show more evidence of *cis*-*trans* compensation than regulatory elements with higher redundancy, which show more inter-element compensation. To test this, for each regulatory element in the MPRA, we first counted the number of FANTOM5 transcribed enhancers that lied within the surrounding topologically associated domain (TAD) in either hESCs or mESCs (Fig. 6f) [34]. We found that conserved elements showing directional *cis*-*trans* effects were surrounded by higher numbers of transcribed enhancers (Fig. 6g). Next, using a modified version of Otsu’s thresholding method [35], for each element in the MPRA, we partitioned its set of nearby transcribed enhancers into two classes: those whose CAGE activities across 1828 FANTOM5 samples are correlated with the element of interest in our MPRA (referred to as “redundant”) and those that are not (Fig. 6h, see the “Methods” section). We found that only conserved regulatory elements showing directional *cis*-*trans* effects were surrounded by more redundant transcribed enhancers (Fig. 6i). This observation was consistent across all conserved biotypes (Figure S13) and was robust to down-sampling after removing duplicate elements in the MPRA that happened to lie within the same TAD (Additional file 1: Figure S14).

These data show that conserved regulatory elements surrounded by higher numbers of redundant transcribed enhancers tend to show less *cis*-*trans* compensation than regulatory elements that are less redundant. Collectively, our results support a model whereby compensation between *cis* and *trans* effects within an individual regulatory element is more likely to occur at less redundant regulatory elements, perhaps because in these regions, there is less opportunity for inter-element compensation.

## Discussion

In this work, we sought to characterize the mode underlying the evolution of individual regulatory elements that are orthologous between human and mouse by focusing on sequences driving expression of eRNAs, lncRNAs, and mRNAs. Overall, we find that *trans* effects are less common and generally weaker than *cis* effects across all regulatory elements. These results are consistent with the prevailing model where *cis* effects preferentially accumulate between species, likely because *trans* effects result in more deleterious pleiotropic side effects that are selected against [7]. We also see differences between biotypes. While *cis* effect sizes are generally uniform across conserved eRNA, lncRNA, and mRNA TSSs (Fig. 2e), *trans* effects are highest in conserved eRNA TSSs (Fig. 4e). This suggests that the evolutionary trajectory of conserved lncRNA TSSs is more similar to that of conserved mRNA TSSs, whereas eRNA TSSs behave as a separate group. Finally, the high resolution of our assay allowed us to identify 44 TFs that are associated with *trans* effects. Future work aimed at understanding species-level differences between human and mouse ESCs could use this set of 44 TFs as a starting point.

Previous studies have found that when *cis* and *trans* effects co-occur at the same gene, they are more often compensatory (i.e., act in different directions) than directional (i.e., act in the same direction) [14, 16–18] and are driven by stabilizing selection on transcript levels. When assessing *cis*-*trans* contributions at regulatory elements rather than genes, we find that conserved gene promoters—both lncRNA and mRNA TSSs—indeed show an excess of *cis*-*trans* compensation. Non-conserved gene promoters show less *cis*-*trans* compensation. Similarly, a recent publication showed that *cis*-*trans* compensation in TF binding was only enriched in conserved TF binding sites [36]. Interestingly, we do not find excessive *cis*-*trans* compensation at eRNA TSSs. In fact, both conserved and non-conserved eRNA TSSs show an enrichment of directional *cis*-*trans* effects (Fig. 6b). Such enrichment of directional *cis*-*trans* effects at eRNA TSSs may occur due to their higher redundancy compared to gene TSSs. Indeed, previous work by the FANTOM5 consortium has shown that on average, genes only have ~ 2 TSSs but are regulated by ~ 5 transcribed enhancers [33]. Moreover, recent work has shown that ensembles of redundant transcribed enhancers are often poorly conserved, despite stable expression of their target gene throughout evolution [5]. Such data is supportive of a model wherein regulatory elements can undergo evolutionary flux and compensate for one another over time. Along these lines, here, we find that regulatory elements with more redundant transcribed enhancers nearby are less likely to show compensatory *cis*-*trans* effects (Fig. 6i). This is consistent with the idea of inter-enhancer compensation. We propose that when regulatory elements are redundant—or have many partner regulatory elements whose activities are correlated with it—inter-enhancer compensation dominates. However, when regulatory elements are less redundant, compensation between *cis* and *trans* effects can occur at the individual regulatory element level (Fig. 7).

**Fig. 7:**
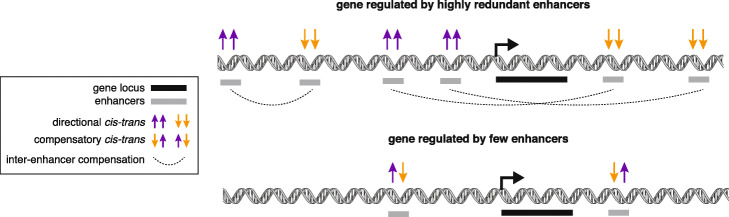
Model of inter- vs. intra-enhancer compensation. Top: at a gene regulated by many redundant enhancers, enhancers are free to show directional *cis*-*trans* effects because there is ample opportunity for crosstalk between enhancers, leading to inter-enhancer compensation. Bottom: at a gene regulated by very few enhancers, individual enhancers show compensatory *cis*-*trans* effects (intra-enhancer) because there is less opportunity for crosstalk between enhancers

In this study, we sought to perform an unbiased assessment of *cis* and *trans* effects between human and mouse across a variety of biotypes. To this end, we leveraged MPRAs to systematically test the contribution of *cis* and *trans* effects to the evolution of thousands of regulatory elements. An important advantage of using MPRAs rather than F1 hybrid models is that we can study the evolution of individual regulatory elements. Moreover, in MPRAs, *cis* and *trans* effects are assayed in separate experiments rather than inferred from a single hybrid (Figs. 2a and 4a). Previous work has shown that measuring *cis* and *trans* effects in the same experiment can bias the *cis* and *trans* estimates, producing spurious negative correlations between *cis* and *trans* effects and a spurious excess of *cis*-*trans* compensation [37]. 

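Across the 1794 active pairs, the representative *cis* and *trans* effects had a Spearman's rho of 0.115 and a Pearson's r of 0.125 (permutation p = 1e-05, the smallest possible). Among the pairs active in both native contexts, rho was -0.117 (permutation p = 3.60e-04). This choice keeps pairs by native activity, and the native effect is the sum of a *cis* and a *trans* effect. The choice alone could therefore lower rho, so this p cannot decide whether the effects are related. For the mean of the 2 *cis* and of the 2 *trans* effects, rho was 0.08 over all active pairs (permutation p = 6.20e-04) and 0.005 among pairs active in a non-native context (p = 0.834). Both effects of a pair are computed from the same activities, whose errors enter both, so a rho of 0 is not sure to be the value without a relation. Sequence pairs are not independent replicates.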

In our study, we find no correlation between *cis* and *trans* effects (Additional file 1: Figure S15), and overall, we observe a lower rate of compensatory *cis*-*trans* effects compared to other studies, which is mostly driven by the lack of compensation at eRNA TSSs.

While the use of MPRAs is extremely powerful, it also has some limitations. For example, we could only study a subset of all existing regulatory elements in the human and mouse genomes. However, the sequences that we tested were carefully selected in an unbiased manner so that they would be representative of regulatory elements genome-wide. Another limitation of our approach is that we only assessed two species in one cellular background (ESCs). Although gene expression between hESCs and mESCs is similar in general, distinct differences between the two cell lines exist [38]. Moreover, whether the known differences between hESCs and mESCs are reflective of differences in isolation and culture conditions [39] or underlying species-specific biology remains controversial [40]. Future work is needed to assess whether similar patterns exist in other tissues and the extent to which these patterns may affect fundamental biological processes in a species-specific manner. Additionally, as MPRAs measure the activities of regulatory elements via transiently transfected plasmids, future work is needed to probe these elements in their native genomic context in which they evolved. Nevertheless, our work has characterized the baseline to which information from other tissues and other species can be added in order to gain a more complete picture of the evolution of regulatory elements.

## Conclusions

In summary, we find that the mode of evolution can differ at different classes of regulatory elements. Notably, we find that while compensation between *cis* and *trans* effects is common at conserved mRNA and lncRNA TSSs, it is rare at eRNA TSSs. Our results support the idea that compensation across enhancers—rather than within individual enhancers—is a widespread feature of mammalian genomes [5]. Moreover, here, we highlighted how *cis* and *trans* effects contribute differently to the transcription of eRNAs compared to the transcription of protein-coding genes and lncRNAs. While recent work shows evidence that eRNA transcription and enhancer target gene activation are linked for a subset of enhancers [41, 42], future work should focus on studying whether and how transcriptional changes at eRNAs will impact target gene expression across species. Collectively, our results underscore the importance of examining the role of individual regulatory elements in the evolution of gene expression.

## Methods

### TSS selection and biotype assignment

To assign accurate TSSs to genes, we intersected human and mouse GENCODE genes [43] (v19 in human and vM13 in mouse) with FANTOM5 TSSs [26] in both species. Specifically, we found the closest FANTOM5 TSS (on the same strand) within ± 1000 bp of the GENCODE-annotated TSS. We classified any gene having a GENCODE gene_type of “protein_coding” as an mRNA. We classified any gene included in the GENCODE long_noncoding_RNAs gtf file as a lncRNA, provided it showed no evidence of a conserved open reading frame (PhyloCSF [44] ORF score < 0 and branch length < 0.1). We classified any FANTOM5-annotated “robust” enhancers [33] as eRNAs and used both the sense and antisense TSS provided by FANTOM5. More details are available in Additional file 1: Supplemental Methods (TSS selection and biotype assignment section).

### Sequence orthology assignment

To determine sequence orthologs, we first mapped human TSSs (hg19) to mouse (mm9) and vice versa using the liftOver program with the parameter minMatch = 1. We then reciprocally mapped the lifted-over TSSs back to their original species and required that they map to the exact same original TSS nucleotide. As FANTOM5 enhancers have two TSSs, we required that both TSSs reciprocally map in order to consider an enhancer a sequence ortholog.

### Conserved TSS assignment

To determine conserved vs. non-conserved TSSs, we intersected the lifted-over TSSs with the maximum CAGE read coverage in that species (ctssTotalCounts bigwig files downloaded from the FANTOM5 data hub [45]). We determined a TSS to be conserved if the region immediately surrounding the TSS (± 50 bp) contained ≥ 10 maximum CAGE reads. As enhancers have two TSSs, if either of the TSSs intersected ≥ 10 maximum CAGE reads, we considered it conserved.

### MPRA sequence pair selection

We required all sequence pairs in the MPRA library to have a either an annotated CAGE peak in human or mouse that is expressed above background in either hESCs or mESCs (≥ 0.024 normalized counts in hESCs and ≥ 0.022 normalized counts in mESCs, Additional file 1: Figure S2). We included all lncRNAs (and their orthologous sequences) that met this threshold in the pool. We randomly selected the remaining biotypes in roughly equal numbers, given that they met this expression threshold. As eRNAs have two TSSs, we included both of its TSSs and both of its TSSs’ orthologous sequences in the pool. Exact numbers of each biotype in the MPRA can be found in Additional file 1: Table S1, and the list of regulatory elements included in the MPRA can be found in Additional file 2: Table S2 and. More details can be found in Additional file 1: Supplemental Methods (MPRA sequence pair selection section).

### MPRA oligonucleotide design

Each oligonucleotide we designed was 200 bp long, containing 144 bp of regulatory sequence, an 11-bp barcode, and 45 bp of sequence necessary for cloning. For each TSS selected above, we included two 144-bp tiles: one directly surrounding the TSS (− 114/+ 30 bp) and one slightly upstream of the TSS (− 228/− 84 bp) (Additional file 1: Table S3). We then generated 1622 random 144-bp sequences to serve as negative controls. We also tiled across the CMV promoter in 144-bp segments to create 4 positive control tiles. We assigned TSS regions 13 barcodes, random sequences 3 barcodes, and CMV sequences 60 barcodes (Additional file 1: Table S4). More details can be found in Additional file 1: Supplemental Methods (MPRA oligonucleotide design section).

### MPRA cloning, transfection, and sequencing

Twist Bioscience synthesized the oligo pool, which we then cloned as previously described [23] into plasmids to generate a library of constructs where the regulatory sequence is upstream of a reporter gene (here, GFP) that is upstream of a unique barcode. We assayed the initial representation of barcodes using high-throughput DNA sequencing. We transfected these constructs into live cells and performed three biological replicates each in hESCs (HUES64 cells) and mESCs (derived from mouse blastocysts [46]) corresponding to three consecutive passages (Additional file 1: Figure S3). We isolated RNA and assayed barcode expression by high-throughput RNA sequencing. More details can be found in Additional file 1: Supplemental Methods (MPRA cloning, transfection, and sequencing section).

### MPRA analysis

All code to reproduce analyses is available at https://github.com/kmattioli/2019__cis_trans_MPRA as well as on Zenodo at 10.5281/zenodo.3862824.

### Quantifying MPRA activity

After trimming and quality filtering DNA and RNA reads, we mapped exact matches to known barcodes and 10 upstream constant nucleotides of GFP. We only measured sequences that had at least 50% of their barcodes represented at ≥ 10 counts in the input DNA library. We used the R package MPRAnalyze [28] to quantify MPRA activities for each sequence in each condition using the program’s “quantification” mode. We used our randomly generated sequences as the background null distribution, as the majority of these sequences should not induce transcription. More details can be found in Additional file 1: Supplemental Methods (quantifying MPRA activities section).

### Calculating differential MPRA activity

After quantifying MPRA activity and assigning 1 tile to each sequence pair (Additional file 1: Figure S5), we used MPRAnalyze [28] to perform differential activity analyses using the program’s “comparison” mode. In comparison mode, as the null hypothesis is not the lack of transcription but the lack of differential transcription, we used down-sampled barcodes corresponding to identical CMV sequences as the background null distribution. In each of the 5 models (*cis* effects in hESCs, *cis* effects in mESCs, *trans* effects of mouse sequences, *trans* effects of human sequences, and native effects), we tested whether the full model was a better fit than an intercept-only model using a likelihood ratio test. More details can be found in Additional file 1: Supplemental Methods (calculating differential MPRA activity section).

### Calling significant differential effects

We considered sequences to have significant *cis*, *trans*, or native effects if the *q* value calculated by MPRAnalyze was less than the *q* value that resulted in < 10% of negative controls being called significant, which is effectively an empirical FDR of 0.1 (Additional file 1: Figure S6). We also required effect sizes to be higher than the minimum significant null differential control effect size (Additional file 1: Figure S7). We assigned each sequence pair one *cis* and *trans* effect size: we used the maximum *cis* or *trans* effect size between the two models (hESCs/mESCs for *cis* and human/mouse for *trans*) unless the effect was only significant in one model, in which case used the corresponding significant effect size. More details can be found in Additional file 1: Supplemental Methods (Calling significant differential effects section).

### Motif mapping

We used a curated list of human TFs defined by Lambert et al. [30]. We then used the CisBP [47] position-weight matrices designated by Lambert et al. to be the “best” motifs for each of these TFs. In total, this list contained 1360 motifs corresponding to 1104 unique TFs. We mapped these motifs in both human sequences and mouse sequences using the FIMO program from the MEME suite with default parameters [48].

### Finding motifs predictive of MPRA activity

For each motif, we fit a linear model to mean MPRA activity across all sequences as follows:

$$ mean\left( MPRA\ activity\right)\sim GC\  content+ CpG\  content+ motif\ present $$

and determined whether the binary *motif present* indicator explained significantly more of the variance than a reduced model without the indicator using a likelihood ratio test (Additional file 3: Table S5). We used the Python statsmodels [49] package to run all linear models. More details can be found in Additional file 1: Supplemental Methods (Finding motifs predictive of MPRA activity section).

### Finding motifs associated with *cis* and *trans* effects

For each motif, we fit a linear model to absolute *cis* effect sizes across all sequence pairs as follows:

$$ \left|\  cis\  effect\ size\ \right|\sim mean(GC)+ mean(CpG)+\left|\Delta  (GC)\right|+\left|\Delta  (CpG)\right|+ motif\ disrupted $$

and determined whether the *motif disrupted* parameter (indicating whether a motif was present in only one of the two paired sequences) was significant (FDR < 0.05).

For each motif, we fit a linear model to *trans* effect sizes across all sequences as follows:

$$ trans\ effect\ size\sim GC+ CpG+ motif\ present $$

and determined whether the *motif present* parameter was significant (FDR < 0.05). More details available in Additional file 1: Supplemental Methods (Finding motifs associated with *cis* and *trans* effects sections).

### RNA-seq of hESCs and mESCs

We sequenced both untransfected and transfected hESCs and mESCs. We extracted RNA from TRIzol using standard protocols and used the Illumina TruSeq kit (non-stranded) to create polyA+ libraries from total RNA. We measured library concentration using the Qubit dsDNA HS Assay kit (Thermo Fisher Scientific), and ran all of the libraries on a Bioanalyzer (Agilent) to assess purity and fragment size, and sequenced on a HiSeq 2500 at Harvard University’s Bauer Sequencing Core (75 bp paired end).

### RNA-seq analysis

We aligned reads to either hg19 or mm10 using Hisat2 [50]. We used FeatureCounts to count reads aligning to genes in either GENCODE v25 (human) or GENCODE vM13 (mouse) [51]. We downloaded orthologous genes between human and mouse from Ensembl (version 96) [52] and removed any orthologs classified as “many-to-many.” We normalized gene expression values using the trimmed mean of *M* values (TMM) normalization method in edgeR [53], similar to previous cross-species comparisons [54, 55]. Briefly, TMM normalization re-scales samples relative to each other under the assumption that most genes are not differentially expressed [53]. This assumption is valid when comparing human and mouse ESC expression, because even between more distant mammals—such as humans and opossums—gene expression is tightly correlated [56]. To find differentially expressed genes, we used the edgeR-limma pipeline [53] (filtering out any genes with normalized cpm < 1) to model paired samples (transfected and untransfected) and control for transfection status. For plotting purposes, we quantified gene expression in tpm units in each transfected sample using DESeq2 [57].

### Defining redundant enhancers

To find redundant enhancers, we first downloaded the CAGE-seq expression values for all enhancer and promoter TSSs from the FANTOM5 portal [45]. For every element in the MPRA, we then found all enhancers within the same TAD defined in either hESCs or mESCs by Dixon et al. [34]. We then calculated the Pearson correlation coefficient of CAGE-seq expression (log-transformed) between each element in the MPRA and its TAD-surrounding enhancers. We then used a modified version of Otsu’s method [35] to threshold enhancers at the appropriate correlation cutoff. Otsu’s method is typically used to automatically threshold bimodal grayscale images into “black” pixels and “white” pixels by creating a histogram of pixel values which range from 1 to 255. We created an analogous histogram of correlation coefficients using 100 bins between 0 and 1 (the range of correlation coefficients). We considered the number of “redundant” enhancers to be the number of TAD-surrounding enhancers above the Otsu cutoff.

## Supplementary information

**Additional file 1.** Supplemental Methods, Supplemental Figures S1-S15, and Supplemental Tables S1, S3, and S4.

**Additional file 2: Supplemental Table S2.** list of regulatory elements included in the MPRA.

**Additional file 3: Supplemental Table S5.** TF motifs and their effects on MPRA activity.

**Additional file 4: Supplemental Table S6.** orthologous TF expression in hESCs and mESCs.

**Additional file 5.** Review history.

## Data Availability

The MPRA sequencing data and genomic RNA-seq data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE140574 [58]. All scripts required to reproduce this work are available on GitHub at https://github.com/kmattioli/2019__cis_trans_MPRA and are archived on Zenodo at 10.5281/zenodo.3862824 [59]. The code is open source and released under the MIT License.

# Supplementary material for: Cis and trans effects differentially contribute to the evolution of promoters and enhancers
**Source:** Genome Biol. 2020 Aug 20;21:210. doi: 10.1186/s13059-020-02110-3
**Supplement:** Supplementary file 1 — Additional file 1. Supplemental Methods, Supplemental Figures S1-S15, and Supplemental Tables S1, S3, and S4.

**Supplemental materials for**

**“*Cis* and *trans* effects differentially contribute to the evolution of promoters and enhancers”**

Kaia Mattioli, Winona Oliveros, Chiara Gerhardinger, Daniel Andergassen, Philipp G. Maass, John L. Rinn, Marta Melé

[**Supplemental Methods** 2](#_Toc24492586)

[***TSS and biotype assignment*** 2](#_Toc24492587)

[***MPRA library design*** 2](#_Toc24492588)

[***MPRA cloning, transfection, and sequencing*** 3](#_Toc24492589)

[***MPRA analysis*** 4](#_Toc24492590)

[**Supplemental Tables** 7](#_Toc24492591)

[**Supplemental Figures** 9](#_Toc24492592)

[**References** 18](#_Toc24492593)

# **Supplemental Methods**

## ***TSS selection and biotype assignment***

**TSS selection.** The 5’ ends of genes are often misannotated, and these annotations can be improved by CAGE-seq, which sequences the 5’ ends of RNA more accurately than traditional RNA-seq (1). The FANTOM5 consortium has performed CAGE-seq across thousands of human and mouse samples, and identified accurate 5’ ends of protein-coding genes and non-coding RNAs at single-nucleotide resolution. Thus, to get an accurate list of TSSs for genes, we assigned FANTOM5 TSSs to genes in both human and mouse. We intersected FANTOM5 TSSs defined as “robust” with the GENCODE-annotated gene TSSs (comprehensive annotation, v19 in hg19 for human and vM13 in mm10 for mouse). In order to intersect the mouse genes (mm10) with FANTOM5 CAGE data (mm9), the vM13 GENCODE transcripts were aligned to the mm9 genome using Crossmap (2). We assigned the closest FANTOM5 TSS on the same strand within +/- 1000bp of the GENCODE-annotated gene start to GENCODE genes. To select transcribed enhancer TSSs, we selected the “robust” enhancers identified by the FANTOM5 consortium in both species (3). These TSSs are defined by CAGE-seq and a sense and antisense TSS are annotated for each enhancer, both of which we selected.

**Biotype assignment.** For both species, we assigned any genes that had a gene_type of “protein_coding” in the comprehensive GENCODE annotation gtf file (v19 for human and vM13 for mouse) (4) to be mRNAs. We assigned any genes included in the long_noncoding_RNAs.gtf file provided by GENCODE to be lncRNAs, but removed those had conserved open reading frames (ORFs). We found conserved ORFs using the PhyloCSF program (5), using an alignment of 29 mammals and the parameters --frames=3, --orf=ATGStop, and --minCodons=3. We re-classified any lncRNA with a maximum ORF score of > 0 and a maximum branch length of > 0.1 to be an mRNA if the ORF was longer than 150 amino acids or “other” if the ORF was shorter than 150 amino acids. As mentioned above, we assigned any enhancers annotated in the “robust” FANTOM5 annotation files in both species to be eRNAs. If an element was assigned to different biotypes in human and mouse, we referred to it as a “biotype switch” and removed it from biotype-specific analyses, as we were not confident in its annotation.

## ***MPRA library design***

**MPRA sequence pair selection.** To select sequence pairs to add to the MPRA, we focused only on sequence orthologs. We then determined expression of TSSs in hESCs and mESCs based on the FANTOM5 normalized expression values for hESCs (*sample IDs: CNhs14067, CNhs14068, CNhs13964, CNhs11917, CNhs12824, CNhs12837, CNhs13694, CNhs13695, CNhs13738*) and mESCs (*sample IDs: CNhs14104, CNhs14109, CNhs14098, CNhs14099, CNhs14100, CNhs14091, CNhs14092, CNhs14093*). We then subset sequences to those expressed above background in either hESCs or mESCs (≥ 0.024 normalized counts in hESCs and ≥ 0.022 normalized counts in mESCs, **Supplemental Figure S2**). We included all human or mouse intergenic lncRNAs (≥ 1000 bp away from any annotated protein-coding genes) that met this threshold. We then randomly sampled all other lncRNAs as well as mRNAs in roughly equal numbers. We randomly sampled roughly half as many eRNAs, as each eRNA has two TSSs. For each sequence sampled, we included its orthologous region in the pool. After designing the pool, we re-classified some lncRNAs as micropeptides given that they contained conserved ORFs (see above). We assigned these as a biotype of “other”. The final counts of biotype pairs in the MPRA library can be found in **Supplemental Table S1** and the full list of sequences included in the MPRA library can be found in **Supplemental Table S2**.

**MPRA oligonucleotide design.** We designed one 240,000 oligonucleotide (oligo) pool of 200 bp and ordered the pool from Twist Bioscience. We assigned TSSs each 13 barcodes, random negative control sequences 3 barcodes, and positive control sequences (tiled regions of the CMV promoter) 60 barcodes. The final oligo distribution can be found in **Supplemental Table S4**. All oligos contained universal primers, two restriction enzyme sites, an 11 bp barcode, and the regulatory sequences of interest as follows (6):

**5’**---**universal primer 1** (16 bp)---**variable sequence** (144 bp)---**XbaI** (6bp)---**KpnI** (6bp)---**barcode** (11 bp)---**universal primer 2** (17 bp)---**3’**

**Universal primer 1:** ACTGGCCGCTTCACTG

**Universal primer 2:** AGATCGGAAGAGCGTCG

##

## ***MPRA cloning, transfection, and sequencing***

**ePCR amplification of oligo pools.** The synthesized oligo pool was amplified by emulsion-PCR (ePCR, Micellula DNA Emulsion & Purification Kit, Chimerx), according to the manufacturers’ instructions. ePCR primers harboring Sfi I restriction sites were designed to add for subsequent cloning purposes (5’ primer: GCTAAGGGCCTAACTGGCCGCTTCACTG; 3’ primer: GTTTAAGGCCTCCGAGGCCGACGCTCTTC). To determine the oligos representation of the ePCR-amplified oligopool (based on the unique 3’ barcode of each oligo), 1 ng of the amplified oligo pool was used as input for library preparation (see below) and sequenced on a MiSeq (SR, Illumina).

**Cloning.** The ePCR-amplified oligopools were digested with SfiI, and inserted in the multiple cloning region of an empty vector. In the first cloning step, the ligation reaction (100 ng backbone + 4x molar excess of oligopool) was transformed into 20 x DH5α tubes (ThermoScientific), spread out on 50 ampicillin LB plates, and incubated overnight at 37°C. After scraping all bacteria of each LB plate in 5 ml LB and pooling all colonies, plasmids were purified with the endotoxin-free Qiagen Plasmid Plus Maxi kit (Qiagen). The oligo representation was determined by MiSeq-sequencing. Next, the cloned oligopool was sequentially cut with Kpn I and Xba I and ligated as described above with and without a minimal promoter (5’-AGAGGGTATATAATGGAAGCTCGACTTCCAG-3’) and an ORF for GFP. Illumina sequencing determined barcode representation of the oligopools. Finally, to remove plasmids without inserted oligos, the oligopools were digested with Kpn I and the plasmid fractions containing oligos were size-selected by agarose gel-electrophoresis, re-ligated and cloned as described above.

**Library preparation.** Cloned oligopools (50 ng) were amplified with PfU HS DNA polymerase (Agilent) and 5 µl of 2 µM index primer (cloning step 1, universal 3’ primer: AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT; Index 1 5’ primer: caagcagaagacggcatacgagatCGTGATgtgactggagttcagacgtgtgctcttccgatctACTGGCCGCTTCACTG; cloning step 2 & 3 and cDNA libraries, universal 3’ primer: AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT; Index 1 5’ primer: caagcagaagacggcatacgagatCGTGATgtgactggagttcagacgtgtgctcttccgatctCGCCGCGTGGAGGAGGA, underlined nucleotides = index; PCR setting: 95°C 2 min, 95°C 30 sec, 55°C 30 sec, 72°C 15 sec [x 18-24 cycles], 72°C 10 min, 4°C hold). After 18 cycles of amplification, molarity was checked on a BioAnalyzer. Insufficient amplifications were run for 2-6 additional cycles (total of 24 cycles). Amplified libraries were then cleaned three times with AMPure beads with the following ratios according to manufacturer’s instruction: 0.6x, 1.6x, 1.0x.

**Transient transfections.** HUES64 cells were cultured in feeder-free mTeSR1 media (Stem Cell Technologies 85850) which was prepared as recommended by the manufacturer. mESC cells were derived from mouse blastocysts^7^ and were cultured in feeder-free 2i media which was prepared as previously described (7). Tissue culture conditions were standard (5 % CO_2,_ 37°C) for both cell lines. HUES64 cells were passaged every 5-7 days whereas mESC cells were passaged every 3-5 days. For the HUES64 replicates, as transfections were done on adherent cells, which limited the number of cells per transfection, 3 independent transfections (technical replicates) were performed for each of 3 biological replicates (3 different passages). For each transfection of HUES64 cells, 2.5 million cells were transfected with 25 µg of plasmid using 60 µL of Lipofectamine Stem (Thermo Fisher Scientific). A total of 7.5 million cells were transfected for each biological replicate of HUES64. For the mESC replicates, as the transfections could be done in suspension with higher numbers of cells, single transfections of 3 biological replicates (3 different passages) were performed. For each biological replicate of mESCs, 40 µg of plasmid were transfected into 10 million cells using 100 µL of Lipofectamine 2000 (Thermo Fisher Scientific). In both cases, RNA was harvested 24-hours post-transfection and transfection efficiency was microscopically determined by GFP expression (**Supplemental Figure S3**).

**RNA extraction and cDNA library preparation.** RNA from transiently transfected hESCs and mESCs was precipitated by phenol-chloroform extraction according to standard protocols. DNase treatment (Worthington) was followed by cDNA synthesis with SuperScript III First-Strand Synthesis System (Invitrogen). cDNA was subject to library amplification as listed above (primer: cloning step 2 & 3 and cDNA libraries), and libraries were cleaned up with AMPure beads (0.6x, 1.6x, 1.0x).

**Sequencing & quality control.** Genomic DNA (input library) or polyA+ RNA was sequenced using the Illumina single end 50 bp kit. The program cutadapt (8) was used to remove adapters and trim bases with a Phred score lower than 20. Each filtered read was required to exactly match one of our pre-designed 11-nucleotide barcodes as well as the neighboring upstream 10 constant nucleotides of GFP (TCTAGAATTA), otherwise it was discarded.

## ***MPRA analysis***

All scripts used to do the MPRA analysis are available at <https://github.com/kmattioli/2019__cis_trans_MPRA>. Archived code from when this publication was released is also available on Zenodo at <https://doi.org/10.5281/zenodo.3862824>. Most code is in Python, with the exception of the MPRAnalyze and DESeq2/edgeR code, which is in R.

**Data pre-processing.** We required elements to have at least 50% of their barcodes with counts ≥ 10 in the input DNA library.

**Quantifying MPRA activities.** We used “quantification mode” in the MPRAnalyze program (9) to quantify MPRA activities for each sequence in each condition (hESCs and mESCs). We used our randomly-generated negative control sequences to serve as the background null distribution, as the vast majority of these sequences should not induce transcription. We also included positive control barcodes that were down-sampled from our 4 unique positive control sequences. As each of the 4 positive control sequences had 60 barcodes, we randomly sampled 13 of these barcodes 100 times for each sequence to create a set of 400 positive control barcode counts. We determined sequences to have significant activity if their MPRAnalyze q-value was < 0.05.

**Calculating differential MPRA activity.** We used “comparison mode” in the MPRAnalyze program to quantify differential activity. Since the null hypothesis in comparison mode is not the lack of transcription but the lack of differential transcription, we paired the down-sampled CMV barcodes used above, and used these as null differential controls. Specifically, we randomly paired sets of 13 down-sampled barcodes corresponding to the same CMV sequence 100 times for each of 4 CMV sequences to create a set of 400 null differential control sequences.

In the *cis* effects analysis, we separately tested for differential activity between human and mouse sequences in hESCs and human and mouse sequences in mESCs. In the *trans* effects analysis, we separately tested for differential activity between hESCs and mESCs for human sequences and for mouse sequences. In the native effects analysis, we tested for differential activity between human sequences in hESCs and orthologous mouse sequences in mESCs. In each of the aforementioned cases, we tested whether the defined model was a better fit than an intercept-only model using a likelihood ratio test.

**Calling significant differential effects.** We noticed that each of the 5 models (*cis* effects in hESCs, *cis* effects in mESCs, *trans* effects of human sequences, *trans* effects of mouse sequences, and native effects) found a very different portion of null differential controls as significant at an MPRA q-value alpha of < 0.05 (**Supplemental Figure S6**), indicating that each of the 5 models had varying levels of statistical power. To control for this, we found the 10^th^ percentile MPRAnalyze q-value in each model across the set of 400 null differential controls; this is an FDR of < 0.1 across all models, as it results in < 10% of null differential controls being called significant in each model.

We also noticed that a small subset of sequences with FDR < 0.1 had very low effect sizes, and so we did not consider these significant. To this end, we found the minimum effect size corresponding to significant null differential controls (FDR < 0.1 threshold) in each model. If any sequence pair had an effect size less than this effect size threshold, we did not consider it significant (**Supplemental Figure S7**).

We considered sequences to have significant differential activity if their q-values were below these model-specific FDR < 0.1 q-value thresholds and their effect sizes were above these model-specific effect size thresholds. If a sequence pair showed a *cis* effect in either model (hESCs or mESCs), we considered the pair to have a significant *cis* effect. Similarly, if a sequence showed a *trans* effect in either model (human sequences or mouse sequences), we considered the pair to have a significant *trans* effect.

As we ran two models each for *cis* and *trans* effects (*cis* in hESCs/mESCs and *trans* for human sequences/mouse sequences), we had two *cis* and *trans* effect sizes for each sequence pair. We assigned one representative *cis* effect size as follows: (1) if there was a significant *cis* effect in both hESCs and mESCs, or if there was no significant *cis* effect in both hESCs and mESCs, assign the maximum *cis* effect size of the two, (2) if there was only a significant *cis* effect in hESCs, assign the *cis* effect size calculated in hESCs, and (3) if there was only a significant *cis* effect in mESCs, assign the *cis* effect size calculated in mESCs. Similarly, we assigned one representative *trans* effect size as follows: (1) if there was a significant *trans* effect in both human and mouse sequences, or if there was no significant *trans* effect in both human and mouse sequences, assign the maximum *trans* effect size of the two, (2) if there was only a significant *trans* effect in the human sequence, assign the *trans* effect size calculated for the human sequence, and (3) if there was only a significant *trans* effect in the mouse sequence, assign the *trans* effect size calculated for the mouse sequence.

## ***Motif analysis***

**Finding motifs predictive of MPRA activity.** We first calculated the GC content (%Gs and Cs) and CpG content (% CG dinucleotides) in each sequence. We then Box-Cox transformed the mean MPRA activity values to “normalize” the distribution—without this transformation, since all MPRA activity values are positive and the distribution is skewed, the assumption of a normal distribution, which is required for accurate linear regression, is validated. We then standardized the dataset to have a mean of 0 and a standard deviation of 1. Once the data was pre-processed, then for each motif, we fit a linear model to mean MPRA activity across all sequences as follows:

$$mean\left( MPRA activity \right) \sim GC content+CpG content+motif present$$

and determined whether the binary $motif present$ indicator explained significantly more of the variance than a reduced model without the indicator using a likelihood ratio test. The reduced model of just GC and CpG content was able to explain 15.1% of variance in mean MPRA activity. 

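Over the TSS sequences, GC and CpG content explained 23.0% of the variance of the mean MPRA activity over both cell types, transformed by the Box-Cox method. For single hESC replicates the share was 16.6%, 23.8% and 22.6%, and for single mESC replicates 14.2%, 15.4% and 13.2%. It was 10.78% with the median of barcode ratios and 8.58% with no filter on DNA counts.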

We considered a motif to explain a significant amount of variance in MPRA activity if its Benjamini-Hochberg adjusted p-value was < 0.05. We also used this model to predict activating and repressive motifs. If the beta value returned for the $motif present$ indicator was positive, we considered the motif activating; if it was negative, we considered it repressive. The full list of motif results from this model can be found in **Supplemental Table S5**.

**Finding motifs associated with *cis* effects.** As *cis* effects are between two sequences, we first tested two reduced models: one using the absolute value of *cis* effect size and one using the raw *cis* effect size (where higher values mean the mouse sequence has more activity). The reduced models included the mean GC and CpG content across each pair of sequences and the difference in GC and CpG content between each pair of sequences (mouse minus human). In the absolute value of *cis* effects model, we also used the absolute value of the GC and CpG differences. The two models were therefore:

$$\left( 1 \right) \left| cis effect size \right| \sim mean\left( GC \right)+mean\left( CpG \right)+ \left| \Delta\left( GC \right) \right|+ \left| \Delta\left( CpG \right) \right|$$

$$\left( 2 \right) cis effect size \sim mean\left( GC \right)+mean\left( CpG \right)+\Delta\left( GC \right)+ \Delta\left( CpG \right)$$

The first reduced model outperformed the second (p-value of 4.05e-11 compared to 1.67e-8), so we therefore chose to move forward with the more robust model using the absolute value of *cis* effect sizes.

We then Box-Cox transformed the absolute *cis* effect sizes to “normalize” the distribution, since as in the MPRA activity model, all values are positive and skewed. We then standardized the dataset to have a mean of 0 and a standard deviation of 1. We then limited our model to only sequences that had significant activity in either hESCs or mESCs. To find motifs enriched in *cis* effects, for each motif, we broke sequence pairs up into three categories: those where the motif is not present in either species (“not present”), those where the motif is maintained in both species (“maintained”), and those where the motif is only present in one species (“disrupted”). We fit the following linear model:

$$\left| cis effect size \right| \sim mean\left( GC \right)+mean\left( CpG \right)+ \left| \Delta\left( GC \right) \right|+ \left| \Delta\left( CpG \right) \right|+motif disrupted$$

and found the p-value and beta assigned to the comparison of the “disrupted” factor to the “maintained” factor within the $motif class$ parameter. We considered a motif to be significantly associated with *cis* effects if its Benjamini-Hochberg adjusted p-value was < 0.05 and it had ≥ 10 sequences with a “maintained” motif. We also required that the beta be > 0, as a negative beta would indicate that maintaining the motif was positively correlated with *cis* effects. However, all 17 significant motifs that we found indeed had beta values > 0.

**Finding motifs associated with *trans* effects.** As we did not use absolute effect sizes for the *trans* model, we did not need to Box-Cox transform the effect sizes. We standardized the dataset to have a mean of 0 and a standard deviation of 1. We then limited our model to only sequences that had significant activity in either hESCs or mESCs. To find motifs enriched in *trans* effects, for each motif, we fit the following model:

$$trans effect size \sim GC+CpG+motif present$$

and found the p-value and beta for the $motif present$ parameter. We considered a motif to be significantly associated with *trans* effects if its Benjamini-Hochberg adjusted p-value was < 0.05 and there were ≥ 10 sequences that contained the motif. As we used raw *trans* effect sizes, we could use the beta values to determine whether the motis were associated with *trans* effects that were higher in mESCs (beta > 0) or higher in hESCs (beta < 0).

# **Supplemental Tables**

**Table S1: Count of unique orthologous regulatory element pairs included in the MPRA.** Rows denote human biotypes whereas columns denote mouse biotypes. Gray shaded squares correspond to sequences potentially analyzed in “conserved TSS” analyses whereas blue shaded squares correspond to sequences potentially analyzed in “non-conserved TSS” analyses. *eRNAs: as eRNAs have two TSSs, sometimes one TSS can map to one biotype while the second TSS maps to a different biotype; the number of unique human eRNAs is 309 and the number of unique mouse eRNAs is 377. ^†^other: biotypes not explicitly analyzed in this paper, which include micropeptide promoters (lncRNAs found to contain conserved ORFs) and multi-mapped promoters (promoters which could not be unequivocally assigned a biotype). ^††^3,327: because of the aforementioned enhancer issue, this table includes some duplicate orthologous regulatory elements. The total number of unique orthologous regulatory elements included in the MPRA is **3,275**.

|  |  | ***mouse*** | | | | | **TOTAL** |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **eRNAs*** | **lncRNAs** | **mRNAs** | **other^†^** | **no CAGE activity** |  |
| ***human*** | **eRNAs*** | 255 | 3 | 6 | 5 | 97 | **366** |
|  | **lncRNAs** | 84 | 657 | 63 | 47 | 250 | **1,101** |
|  | **mRNAs** | 2 | 0 | 1,000 | 30 | 49 | **1,081** |
|  | **other^†^** | 23 | 25 | 83 | 281 | 62 | **474** |
|  | **no CAGE activity** | 89 | 134 | 43 | 39 | 0 | **305** |
|  | **TOTAL** | **453** | **819** | **1,195** | **402** | **458** | **3,327^††^** |

**Table S2 (Additional File 2): List of regulatory elements included in the MPRA.** Table is a txt file. Detailed column descriptions provided in file.

**Table S3: Count of elements in the oligonucleotide library, separated by species, biotype, and tile number** (tile 1: TSS-overlapping tile, tile 2: upstream tile). Tile numbers are not exactly equal because when an oligonucleotide was found to contain a restriction enzyme site, we dropped it from the library. *eRNAs: note that these numbers include both TSSs for eRNAs.

|  | ***human*** | | | ***mouse*** | | | ***TOTAL*** |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | **tile 1** | **tile 2** | **subtotal** | **tile 1** | **tile 2** | **subtotal** |  |
| eRNAs* | 641 | 628 | 1,269 | 672 | 661 | 1,333 | 2,602 |
| lncRNAs | 1,040 | 1,036 | 2,076 | 718 | 726 | 1,444 | 3,520 |
| mRNAs | 1,025 | 1,022 | 2,047 | 1,072 | 1,059 | 2,131 | 4,178 |
| other^†^ | 430 | 439 | 869 | 344 | 349 | 693 | 1,562 |
| no CAGE activity | 347 | 348 | 695 | 485 | 491 | 976 | 1,671 |
| ***TOTAL*** | | | | | | | 13,533 |

**Table S4: Count of elements and barcodes in the oligonucleotide library.** *Unanalyzed sequences: sequences that we included in this library for a separate project that were not analyzed in this paper.

|  | **# elements** | **# barcodes** | **total oligos** |
| --- | --- | --- | --- |
| TSSs | 13,533 | 13 | 175,929 |
| Positive controls (CMV) | 4 | 60 | 240 |
| Negative controls (random sequences) | 1,622 | 3 | 4,896 |
| Unanalyzed sequences* | --- | --- | 58,588 |
| ***TOTAL*** | | | **239,653** |

**Table S5 (Additional File 3): TF motifs and their effects on MPRA activity.** Table is a txt file. Detailed column descriptions provided in file.

**Table S6 (Additional File 4): Orthologous TF expression in hESCs and mESCs.** Table is a txt file. Detailed column descriptions provided in file.

# **Supplemental Figures**

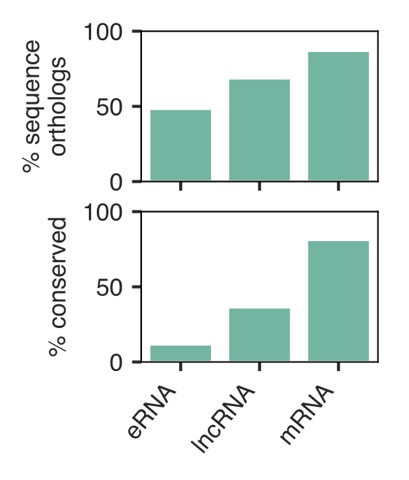

**Figure S1: Percentage of mouse-to-human sequence orthologs and conserved TSSs broken up by biotype.** TSSs are considered conserved if the orthologous region in the other species was within 50 bp of ≥ 10 maximum CAGE reads.

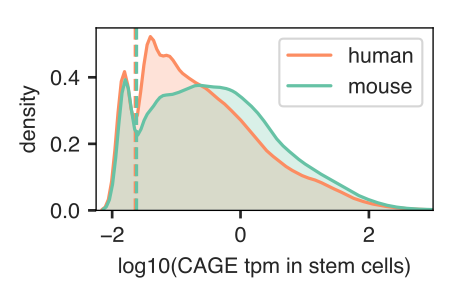

**Figure S2: CAGE expression cut-off used to include sequences in the MPRA.** We required either the human or the mouse TSS region to overlap an annotated CAGE peak that was expressed above background in either hESCs or mESCs. We considered this background threshold (vertical dashed lines) to be at the “shoulder” of the distribution of expression values across TSSs and enhancers. In hESCs, this level was ≥ 0.024 normalized counts, whereas in mESCs, this level was ≥ 0.022 normalized counts.

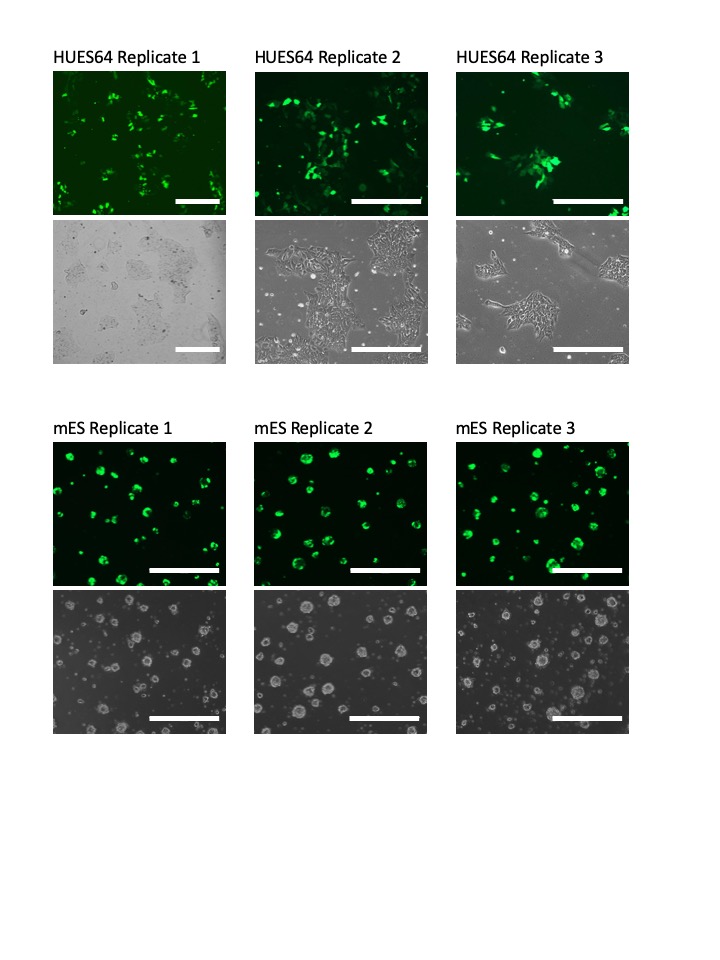

**Figure S3: Transfection efficiencies across biological replicates.** HUES64 cells and mESCs transfected with the pMAX-GFP control plasmid (same condition as for the MPRA plasmid transfections; for HUES64: 10ug plasmid/1M cells, lipofectamineStem/DNA ratio 1:2.5, for mESCs: 4ug plasmid/1M cells, Lipofectamine 2000/DNA ratio 1:2.5). Scale bar = 400 µm for all images. (Note: replicate 1 was imaged at lower magnification.)

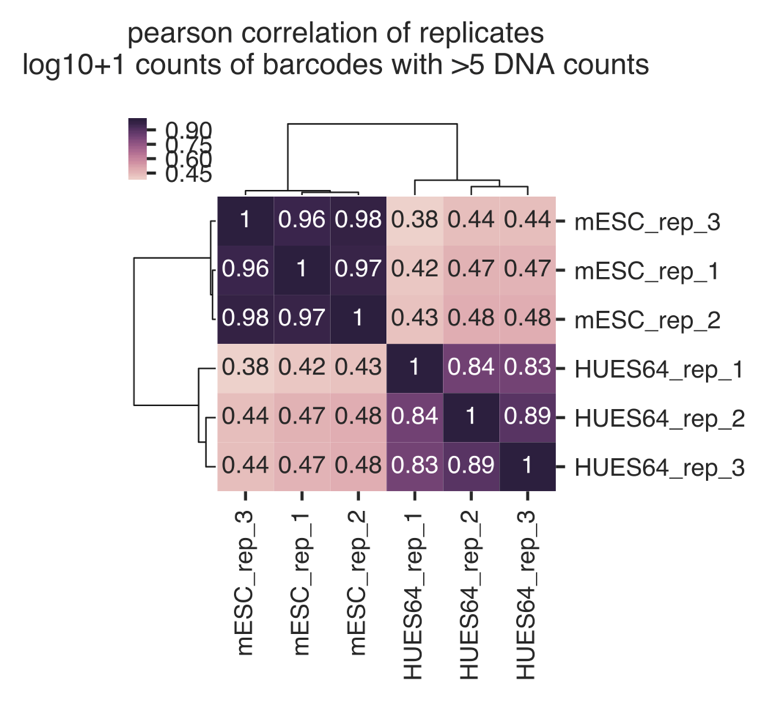

**Figure S4: Heatmap showing correlation of barcode counts across biological replicates.** Only barcodes with at least 5 DNA counts are shown, and samples are clustered hierarchically. As expected, hESC (HUES64) replicates cluster together, as do mESC replicates, and the two species cluster separately.

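Counts per barcode, as log10 after the addition of 1, had a Pearson's r of 0.84 to 0.89 between hESC passages, 0.8 to 0.83 between mESC passages and 0.79 to 0.86 between the cell types. They were compared over 155403 barcodes with more than 5 DNA reads. On raw counts, r was 0.98 to 0.99 between hESC passages, 0.97 to 0.98 between mESC passages and 0.88 to 0.92 between the cell types. The log2 activity of sequences, which removes the shared DNA abundance, gave 0.95 to 0.98, 0.91 to 0.94 and 0.85 to 0.91.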

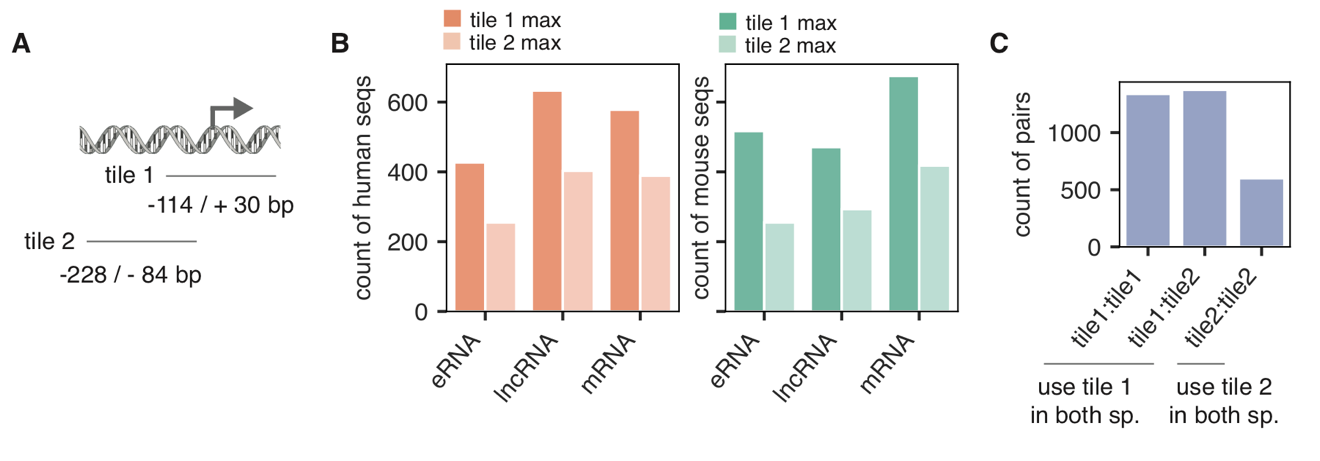

**Figure S5: Analysis of tiles with maximum activity. A:** Schematic showing the locations of tile 1 (114 bp upstream to 30 bp downstream of the FANTOM5-defined TSS or lifted-over TSS) and tile 2 (228 bp upstream to 84 bp upstream of the FANTOM5-defined TSS or lifted-over TSS). **B:** Count of either human (left) or mouse (right) sequences showing maximum activity in either tile 1 or tile 2 across biotypes. **C:** Count of maximum tile pair designations: tile1:tile1 = tile 1 is the maximum tile in both species, tile1:tile2 = tile 1 is the maximum tile in 1 species but tile 2 is the maximum tile in the other species, tile2:tile2 = tile 2 is the maximum tile in both species. We used tile 1 in both species for tile1:tile1 and tile1:tile2, but tile 2 in both species for tile2:tile2.

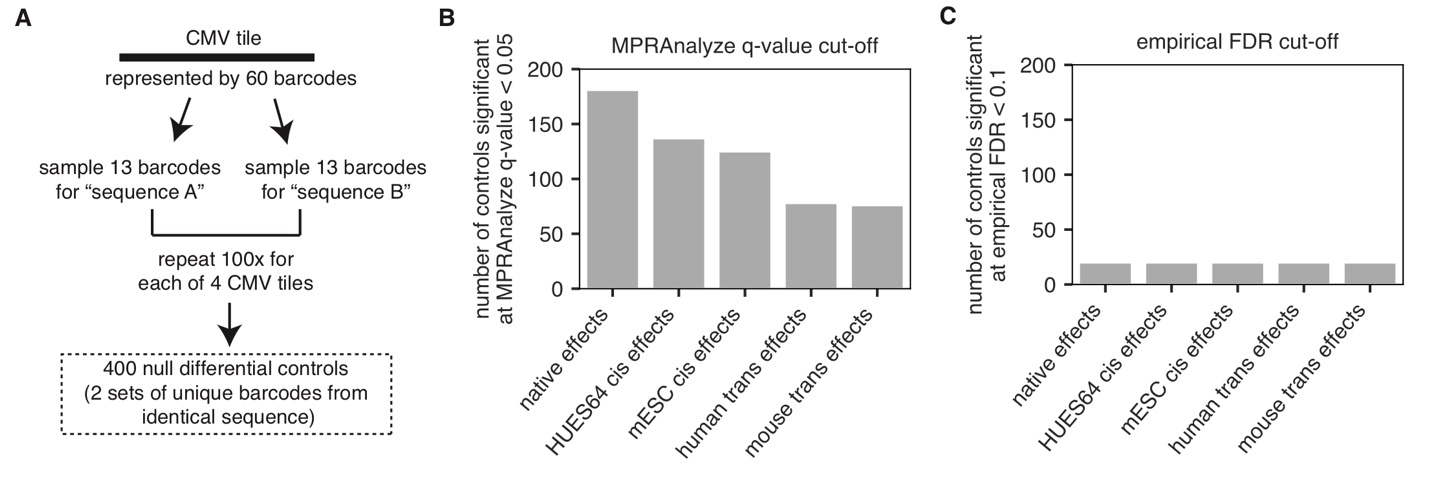

**Figure S6: Using null differential controls to set an empirical FDR for each MPRAnalyze model. A:** Schematic showing how we created null differential controls. From each CMV tile, we sampled (without replacement) 13 barcodes to serve as “sequence A” and 13 barcodes to serve as “sequence B”, and repeated this 100 times for each of 4 CMV tiles in the library for a total of 400 null differential controls. **B:** Different MPRAnalyze models had different levels of statistical power, as observed by the number of null differential controls with MPRAnalyze q-values of < 0.05 in each model. **C:** To ensure that we had similar levels of statistical power across models, we set a model-specific q-value threshold at which point < 10% (< 40/400) null differential controls would be called as “significant” in the model.

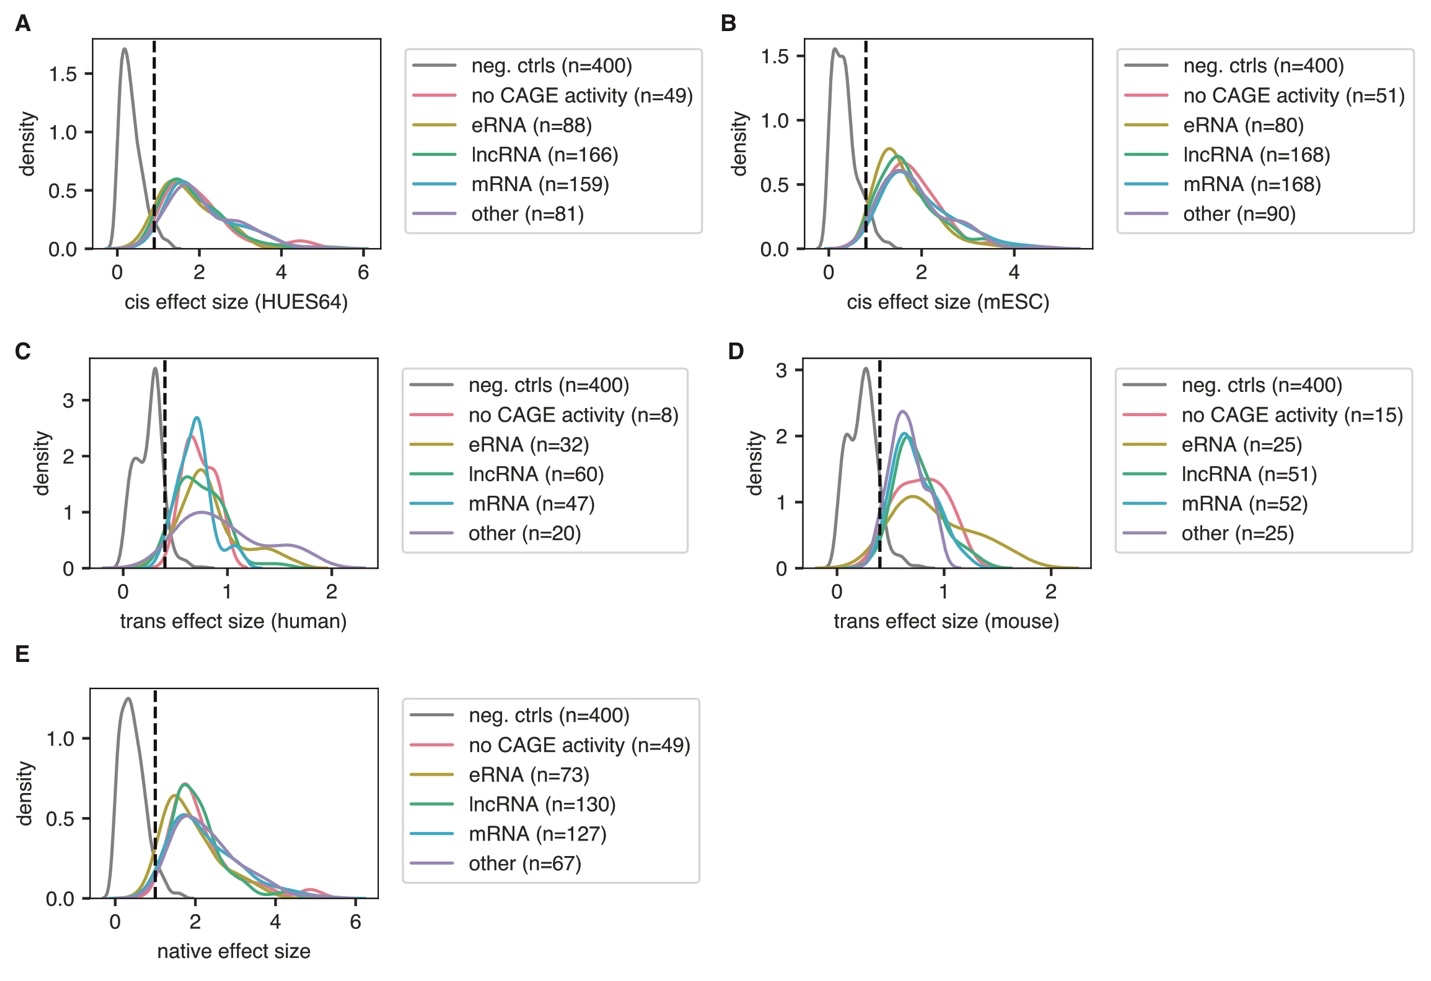

**Figure S7: Model effect sizes for null differential controls and TSSs.** Density plot showing the absolute effect sizes calculated by MPRAnalyze in each model for sequences with significant differential activity (FDR < 0.1). Biotypes, including null differential controls (labeled “neg. ctrls”) are labeled, with the number of sequences with FDR < 0.1. As some sequences with significant differential activities had very low effect sizes, we set a model-specific effect size cut-off. We required significant sequences to have absolute effect sizes higher than the minimum absolute effect size for significant null differential controls (marked by the dashed vertical line).

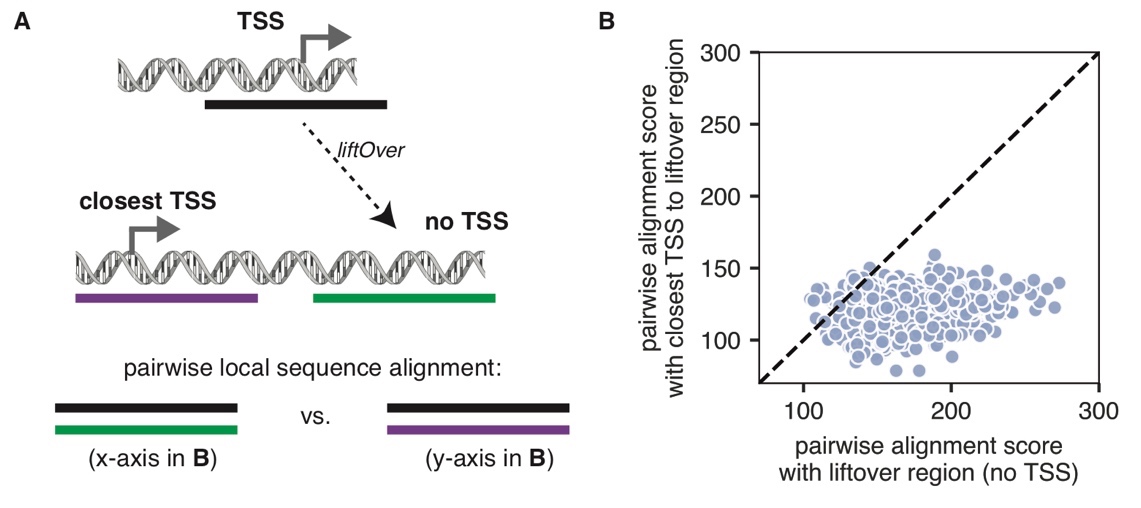

**Figure S8: Pairwise local sequence alignment scores for non-conserved TSSs. A:** Schematic showing overview of pairwise alignments we computed: either the TSS to its orthologous region (as found via liftOver) that has no TSS, or the TSS to the closest TSS to its orthologous region (as found via liftOver). **B:** Scatter plot showing the sequence alignments outlined in A. Local sequence alignments were computed using the Biopython (10) function localms from the pairwise2 module with the following parameters: identical characters = +2 points, non-identical character = -1 point, gap opening = -1 point, extending a gap = -0.1 points.

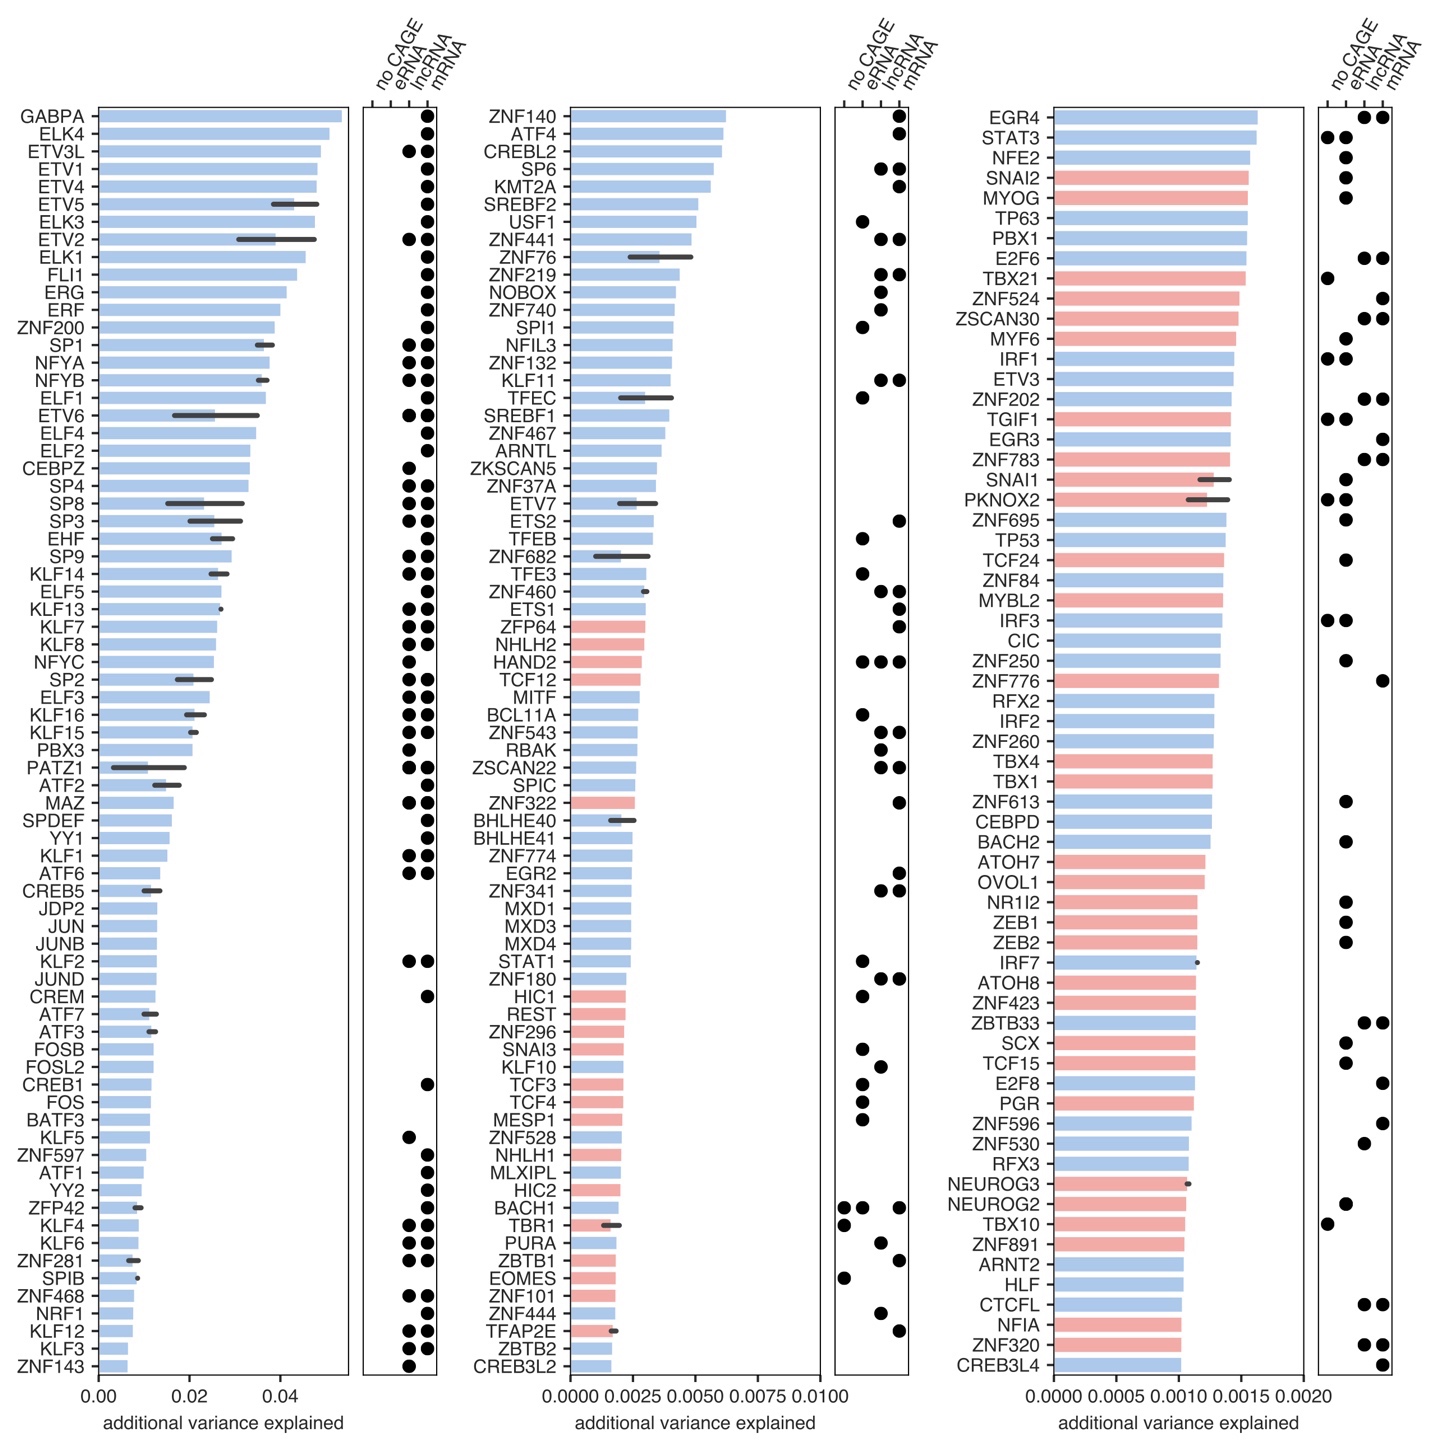

**Figure S9: TF motifs significantly associated with MPRA activity.** Bar plots show the additional variance in mean MPRA activity explained by adding in a motif indicator variable. Color denotes whether motifs were predicted to be activators (blue) or repressors (red). When TFs had more than one “best” motif denoted in the Lambert et al catalog (11), we plotted the average of all “best” motifs as well as its bootstrapped 95% confidence interval (gray bars). Dot plots show significant enrichment of motifs in a given biotype (adjusted p-value < 0.05), as denoted by a Hypergeometric test. In this plot, only the 241 significant motifs that explained ≥ 0.001 additional variance are shown. The full motif results can be found in **Supplemental Table S5**.

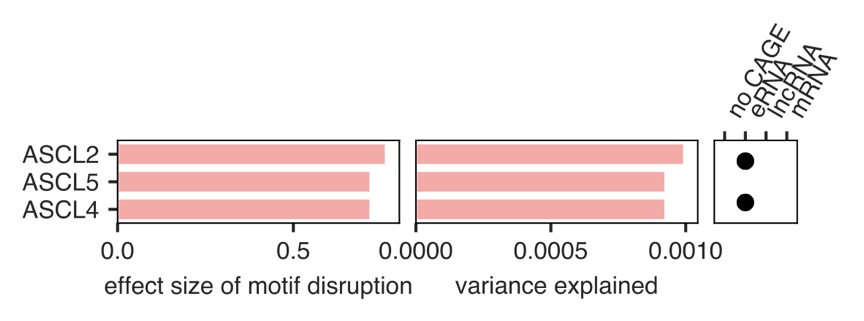

**Figure S10: Repressive motifs significantly associated with *cis* effects.** Left: effect size associated with motif disruption. Right: enrichment of a given TF motif across biotypes, as determined by a Hypergeometric test. Black dots denote significant enrichment (FDR < 0.05).

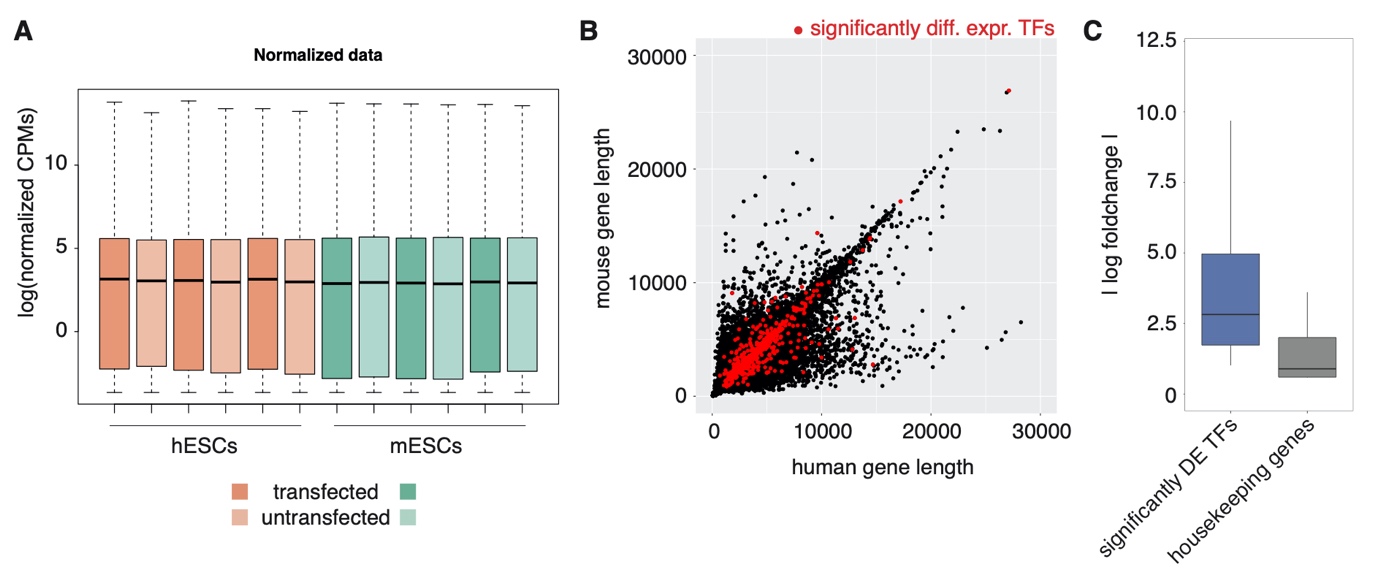

**Figure S11: RNA-seq data across hESCs and mESCs shows certain TFs are differentially expressed. A:** Trimmed mean of M-values (TMM)-normalized CPMs (12) across samples including transfected samples (dark colors) and untransfected controls (lighter colors) in both hESCs and mESCs. **B:** Gene lengths in human and mouse for one-to-one orthologs; significantly differentially expressed TFs are outlined in red. **C:** Absolute foldchanges between human and mouse ESCs for differentially expressed TFs (blue box) compared to a set of commonly used housekeeping genes (gray box): GAPDH, ACTB, ATP5PB, PKG1, and B2M.

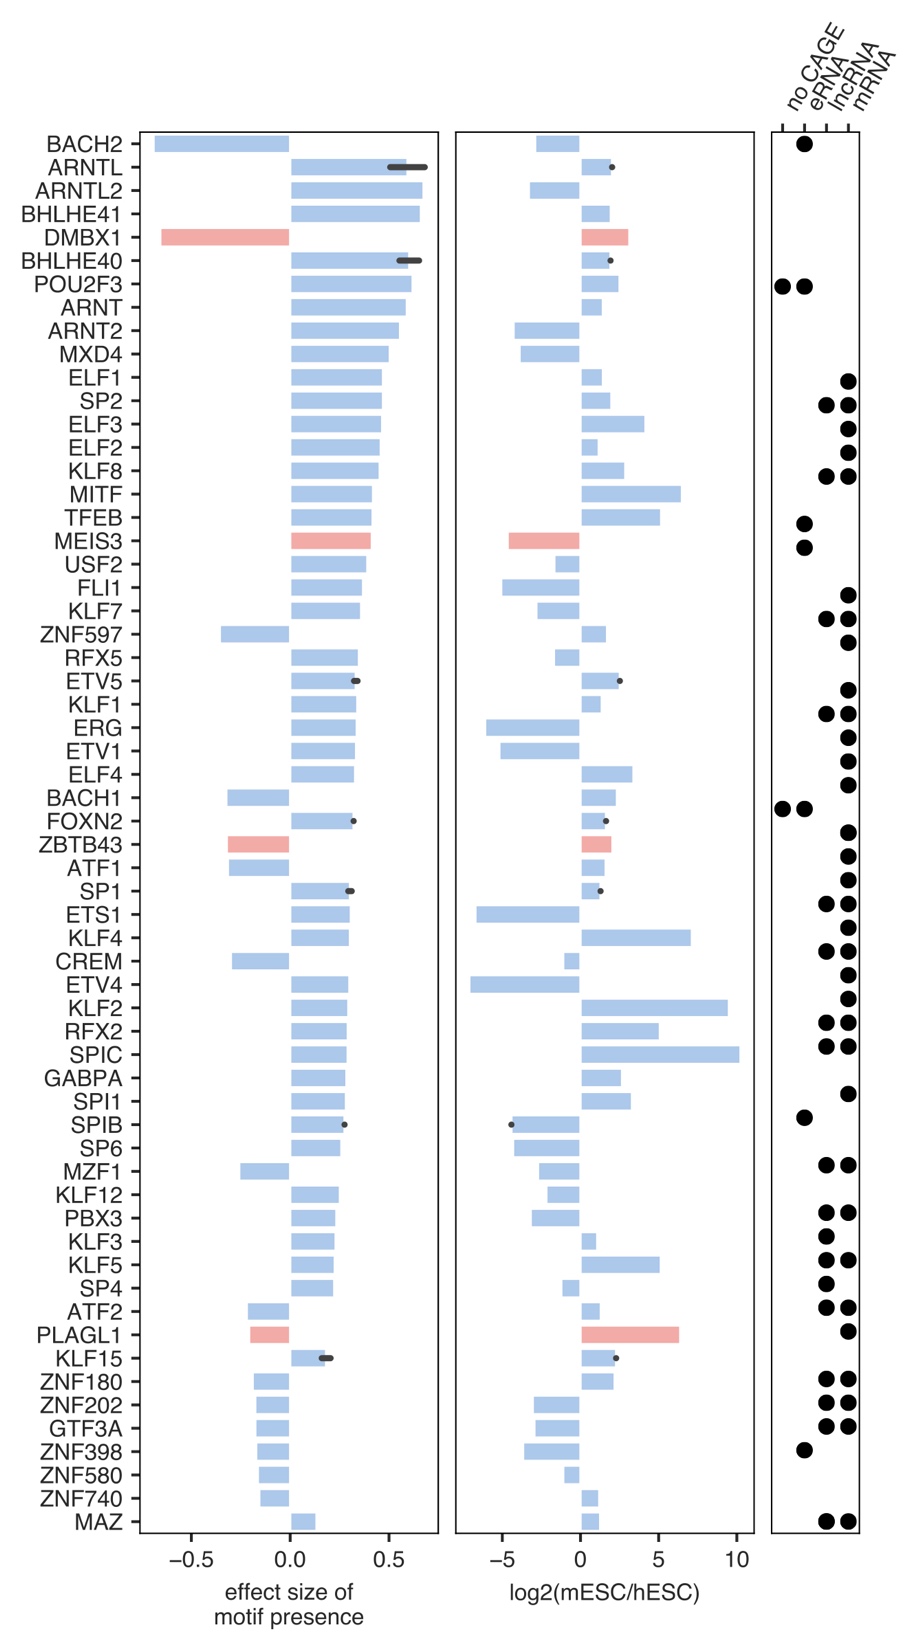

**Figure S12: TF motifs significantly associated with *trans* effects that are also differentially expressed.** Plot showing the motifs significantly associated with *trans* effects (FDR < 0.05) that are also differentially expressed between hESCs and mESCs. Left: effect size associated with motif enrichment. Motifs that are associated with sequences more highly expressed in mESCs are > 0, and those associated with sequences more highly expressed in hESCs are < 0. Middle: log2 foldchange in expression via RNA-seq. Right: enrichment of a given TF motif across biotypes, as determined by a Hypergeometric test. Black dots denote significant enrichment (FDR < 0.05). Repressive motifs DMBX1, MEIS3, ZBTB43, and PLAGL1 all agree in their direction of enrichment in *trans* effects and their differential expression via RNA-seq.

**Figure S13: Enrichment of correlated nearby transcribed enhancers is consistent across conserved biotypes.** Number of correlated transcribed enhancers within the same TAD, separated by biotype. Only elements with both *cis* and *trans* effects are shown, and only conserved elements are shown. P-values are from two-sided Mann Whitney tests.

**Figure S14: Enrichment of higher numbers of correlated nearby transcribed enhancers for those showing directional effects is robust to down-sampling duplicate elements within the same TAD.** Distribution of the difference between the median number of redundant transcribed enhancers in elements with directional *cis-trans* effects compared to those with compensatory *cis-trans* effects in both non-conserved elements (A) and conserved elements (B) after down-sampling 1000 times, ensuring that only one element in the MPRA from a given TAD is represented. Numbers greater than 0 (denoted with the dashed black line) mean that there were more median surrounding redundant transcribed enhancers for those with directional effects compared to those with compensatory effects in that sample. The 95% confidence interval for each plot is denoted by the dotted lines; the upper and lower bounds for A and B, respectively, overlap 0, and are therefore hidden by the dashed lines. As in all previous related plots, only elements with both *cis* and *trans* effects are considered.

**Figure S15: *Cis* and *trans* effects are not correlated.** Scatter plot showing the *cis* effect size on the x axis and the *trans* effect size on the y axis for all filtered elements. Spearman’s rho is shown.

# **References**

1. Hon C-C, Ramilowski JA, Harshbarger J, Bertin N, Rackham OJL, Gough J, et al. An atlas of human long non-coding RNAs with accurate 5’ ends. Nature. 2017 Mar 9;543(7644):199–204.

2. Zhao H, Sun Z, Wang J, Huang H, Kocher J-P, Wang L. CrossMap: a versatile tool for coordinate conversion between genome assemblies. Bioinformatics. 2014 Apr 1;30(7):1006–7.

3. Andersson R, Gebhard C, Miguel-Escalada I, Hoof I, Bornholdt J, Boyd M, et al. An atlas of active enhancers across human cell types and tissues. Nature. 2014 Mar 27;507(7493):455–61.

4. Frankish A, Diekhans M, Ferreira A-M, Johnson R, Jungreis I, Loveland J, et al. GENCODE reference annotation for the human and mouse genomes. Nucleic Acids Res. 2019 Jan 8;47(D1):D766–73.

5. Lin MF, Jungreis I, Kellis M. PhyloCSF: a comparative genomics method to distinguish protein coding and non-coding regions. Bioinformatics. 2011 Jul 1;27(13):i275-82.

6. Melnikov A, Murugan A, Zhang X, Tesileanu T, Wang L, Rogov P, et al. Systematic dissection and optimization of inducible enhancers in human cells using a massively parallel reporter assay. Nat Biotechnol. 2012 Feb 26;30(3):271–7.

7. Groff AF, Barutcu AR, Lewandowski JP, Rinn JL. Enhancers in the Peril lincRNA locus regulate distant but not local genes. Genome Biol. 2018 Dec 11;19(1):219.

8. Martin M. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet j. 2011 May 2;17(1):10.

9. Ashuach T, Fischer DS, Kreimer A, Ahituv N, Theis FJ, Yosef N. MPRAnalyze: statistical framework for massively parallel reporter assays. Genome Biol. 2019 Sep 2;20(1):183.

10. Cock PJA, Antao T, Chang JT, Chapman BA, Cox CJ, Dalke A, et al. Biopython: freely available Python tools for computational molecular biology and bioinformatics. Bioinformatics. 2009 Jun 1;25(11):1422–3.

11. Lambert SA, Jolma A, Campitelli LF, Das PK, Yin Y, Albu M, et al. The human transcription factors. Cell. 2018 Feb 8;172(4):650–65.

12. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010 Jan 1;26(1):139–40.

How the deposited data were processed for this re-analysis (not part of the article)

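The study measured reporter activity and gene expression in human and mouse ESCs. The reporter assay covered 13 libraries, 1 of plasmid DNA, 9 of RNA from hESCs (3 passages with 3 transfections each) and 3 of RNA from mESCs (3 passages with 1 transfection each). RNA-seq covered 18 libraries, 9 of transfected and 3 of untransfected hESCs, and 3 of transfected and 3 of untransfected mESCs. The number in a library's title was taken as its passage. hESCs were HUES64 in mTeSR1 medium and mESCs were derived from blastocysts and kept in 2i medium, so that cell line, medium and transfection reagent cannot be separated from species.

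For the reporter assay, the authors trimmed reads with cutadapt, required an exact match of the barcode and the neighbouring 10 bases, and deposited raw counts per barcode, with no molecular identifiers and no normalization. The authors also gave an index of barcodes, sequences and positions on hg19 and mm9. For RNA-seq, the authors aligned reads with HISAT2 and deposited raw counts of fragments per gene from featureCounts 2.0.0, counted over exons without a strand option. The paper gives GENCODE annotations of hg19 and mm10, whereas the headers of the mouse files name mm9. Depths per group of libraries are given beside the first values of each assay. The versions of cutadapt and HISAT2 are not given in the sources used here.

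From the barcode counts, the transfections of a passage were summed and barcodes with fewer than 10 DNA counts were left out, as were sequences with fewer than 50% of their barcodes. Activity was the ratio of summed RNA to summed DNA counts, scaled to the median random sequence. Active sequences had a q value under 0.05 (Benjamini-Hochberg) for their distance from the random sequences in median absolute deviations. *Cis*, *trans* and native effects came from edgeR's quasi-likelihood fit of 4 group means per pair, with the effective library size after TMM scaling and the DNA count as offsets. Calls used the 10th percentile of p among 400 null controls drawn from 4 CMV tiles, and the smallest effect of the called controls. Tests across sequences or pairs were permutation tests with 100000 permutations, whose smallest p is 1e-05. Sites were exact matches to 16 consensus sequences, tested with GC and CpG content in the model. Pairs, biotypes and CAGE values came from the part of Table S2 used here, and pairs beyond it from alignment with blastn.

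From the gene counts, the transfections of a passage were summed. The species comparison used one-to-one ortholog pairs, from Table S6 for TFs and otherwise by equal symbol, with at least 1 cpm in at least 3 libraries. Symbols were found for 87.4% of the human and 97.9% of the mouse genes. TFs were called at an absolute log2 fold change of at least 1 and an adjusted p under 0.01. Transfected and untransfected cells were compared within each species over genes kept by filterByExpr, at an adjusted p under 0.05. A difference in response between species was tested as an interaction over ortholog pairs. Gene lists were tested with camera, with a preset correlation of 0.01 and with an estimated one. Of the list counts, those adjusted over the list alone use the p values of its members only. Folds against a group without counts were taken against 3 counts over the group.

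20 gene lists were fixed before the data were examined, as were the main comparisons, the rule for named genes and 35 alternatives. 8 alternatives were added later. The lists are core, naive and primed pluripotency, interferon-stimulated genes, p53 targets, cholesterol synthesis and uptake, the integrated stress and unfolded protein response, heat shock, the ETS, KLF and SP, and POU families, E-box factors, AP-1 and BACH factors, markers of fibroblasts or feeder cells, trophoblast, neural ectoderm, mesoderm and endoderm, housekeeping genes, and genes named by the study. Named were the 10 TFs with the largest fold change in each direction among called TFs whose libraries do not overlap, the genes named by the study and called list members; for transfection, the 8 genes with the largest fold change in each direction among called genes with at least 5 cpm that moved the same way in all passages, and list members; and for the reporter assay, the loci named by the paper and the 5 pairs or sequences with the largest effect in each direction. The values of some TFs in Table S6 had been seen when the rule was written. Some genes that the rule names are not reported here.

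In mESCs, transfected and untransfected libraries of the same number deviated together from their group means, with correlations of 0.52, 0.577 and 0.621. In hESCs the correlations were 0.171, 0.059 and -0.082. The numbers mark passages in both species, and fits with the passage as a block are given beside the main ones.

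The procedures were tested on simulated data. For *cis* and *trans* effects, 92% to 98% of pairs changed by 1.5-fold and all 50 of those changed by 2-fold were recovered in each comparison, and 6.8% to 10.7% of unchanged pairs were called among 1794, at thresholds drawn from the simulated controls. For *cis* effects, the simulated share of false calls was lower than that seen in the data. There, the CMV thresholds called 23.9% of barcode splits of 1 TSS sequence in hESCs and 27.2% in mESCs, with a median of 6 barcodes per group. The simulated rates therefore do not measure the error of *cis* calls in the data. The thresholds used for *trans* effects in the data are stricter than the simulated ones. At these, 24% of 1.5-fold and 82% of 2-fold changes were recovered for human sequences and 16% and 84% for mouse sequences, with 0 unchanged pairs called. In the species comparison (11518 pairs), 42% of genes changed by 2-fold and 100% of those raised by 4-fold were recovered, with 0 unchanged genes called. For transfection, 42% of 2-fold changes were recovered in hESCs (18060 genes, 7 unchanged genes called) and 80% in mESCs (14436 genes, 10 called). For data without a difference, p was under 0.05 in 7.5% of 200 runs of the Mann-Whitney permutation test, 5.5% of the Spearman test and 6.0% of the test of site terms.

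Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, beside blastn 2.17.0+. Motif scans, enhancer redundancy within TADs and the MPRAnalyze fits of the paper were not used here.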

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

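The tests of directional pairs against the choice of pairs, of 28 to 34 Mb of chromosome 6, of the GTF2I entry on chromosome 7, of the response by passage and of other groupings of the reporter libraries were chosen after their results had been seen.

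Transfection, which the paper does not analyse in its RNA-seq data, changed 168 genes in hESCs and 158 in mESCs (edgeR, adjusted p under 0.05). With the passage as a block, 62 and 3316 genes changed. Of the 10 possible groupings of the 6 libraries of each species, the real one gave the most genes, so its rank was 1 of 10 in hESCs and in mESCs, and no other grouping gave more than 0. Such a design has too few groupings for a share under 0.05. The response differed between the species in 68 of 11518 ortholog pairs, 49 with a higher response in hESCs and 19 in mESCs (test of the interaction with no block, 1269 pairs at an unadjusted p under 0.05). With the passages of each species as a block, a fit chosen after seeing the data, it differed in 46, 31 and 15 of them, 38 shared with the 68, and MAP2K6 lost its call (adjusted p = 0.062). The cell types also differ in reagent. As the difference of the log2 response in mESCs minus hESCs, it was -2.8 for the stress gene DDIT4, -3.29 for the p53 target CDKN1A, -1.72 for BHLHE40, -2.35 for BTG2 and -2.94 for IGFBP5. It was 5.62 for the interferon-stimulated gene DDX60, 2.02 for GPNMB and 1.05 for the kinase gene MAP2K6. Of the genes called higher in transfected hESCs, 88.6% kept an adjusted p under 0.05 with the first transfection of each passage alone. Their lowest median log2 fold change in a passage was 1.23, which was measured on genes chosen for the response and decides nothing.

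Pairs with both *cis* and *trans* effects were directional more often than compensatory, in 239 of 406. The native effect adds up a *cis* and a *trans* effect, so that keeping pairs by their native activity could favour directional ones. When pairs active in at least 1 of the 4 combinations of sequence and cell type were kept, 55.6% of 430 were directional, with an exact 95% interval of 50.7% to 60.3%, but 406 of these pairs are the same and all 24 others were compensatory, so the interval could not have fallen to 50% and the test decides nothing. Among pairs active in a non-native context the share was 49.3% (44.2% to 54.5%) and among those active in both native contexts 40.1%, so the imbalance depends on which pairs are kept, and an effect of keeping pairs by native activity cannot be told apart from a true excess. Called *trans* effects were mostly towards hESCs, so 50% is not sure to be the share without a link. Species, line and medium stay confounded, and no biological explanation was tested.

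Sequences with an AP-1 or BACH site were more active in hESCs. Without transfection, the summed level of 7 AP-1 genes was at most 54.5 cpm in hESCs and at least 68.9 cpm in mESCs. JUND (17.9 to 21.6 against 46.2 to 48 cpm) carries this difference, and JUNB (0.6 to 1.5 against 6.3 to 8.5 cpm) was also higher in every mESC library. FOS (9.1 to 14.5 against 2.2 to 3.1 cpm), FOSL1 and FOSL2 were higher in every hESC library. A bound on the sum was therefore the wrong one. A higher level of AP-1 factors in untransfected hESCs cannot be told apart from the other explanations. After transfection the sum was 105.9 to 135.9 cpm in hESCs and 90.3 to 97.6 cpm in mESCs, and induction by transfection is a candidate explanation. Replicate 3, whose RNA-seq libraries responded least, was to show the weakest site term, yet its term of -0.19 (SE 0.047) was the furthest from 0 by less than the errors of replicates 1 and 2, -0.157 (SE 0.051) and -0.181 (SE 0.048), and its AP-1 sum was the highest of the transfected hESCs, so induction cannot be told apart from a difference between the lines. The level of BACH2, higher in hESCs, stays open as untested.

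Several TFs with a high level in mESCs had no count in any hESC library. For ZFP57, ZBTB12, RXRB and ZBTB22, which lie at 28 to 34 Mb of chromosome 6, other orthologs there had a median log2 ratio of hESC to mESC cpm of -10.45, consistent with a loss of reads from the region in the hESC counts. In the narrower region of 29 to 33 Mb set before the count, 14 of 43 orthologs, or 32.6% (19.1% to 48.5%), had no count, against a share of 0.3% elsewhere. Of the 43, 25 had fewer than 10 counts over the hESC libraries. The other orthologs kept counts, among them POU5F1 with 17088 and PRRC2A with 1503. These values argue against a complete loss of the region and leave a loss in part open. For GTF2I, 0 of 7 neighbouring orthologs on chromosome 7 lacked counts, which argues against a loss of that region, and its entry on chromosome 7 held 29092 counts, so the zero belongs to the gene ID on a patch sequence. A true difference in the level of ZFP57, ZBTB12, RXRB or ZBTB22 between the species was not tested.

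Of 100 groupings of the 12 RNA-seq libraries, the real one included, 1 of 100 gave as many differentially expressed TFs as the real one, 408 against 0 at most in the others. This argues against chance only if the libraries are independent. The transfected and untransfected mESC libraries of a passage deviated together, and with passages as the unit only 10 groupings of 3 and 3 exist, too few for a share under 0.05. For *trans* effects, the real grouping gave 440 pairs and another grouping 955, and 4 of 10 groupings gave at least as many. For native effects all 10 of 10 groupings gave as many, 870 against 1284 at most, but every grouping keeps the difference between the mouse and the human sequence, so this count says nothing about chance. These designs have too few groupings for a share under 0.05. The threshold is drawn anew from the CMV controls in each grouping. With Benjamini-Hochberg adjustment in its place, the real grouping gave 1079 pairs with a *trans* effect and the others at most 1.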

How the results depend on the processing

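The alternatives called listed pairs only, thresholds from barcode splits, without the hESC transfected library of replicate 3, passage block without replicate 3, passages of each species as a block, protein-coding genes only, without patch and chromosome 6 genes, and GTF2I on chromosome 7 were chosen after seeing the data. Counts of TFs that differ between the species stayed within 366 and 435 under 17 alternatives and shared 352 to 407 TFs with the 408. Of 589 values of genes named in that comparison 586 stayed the same, 1 became weaker (GTF2I), 1 stronger (ZNF101) and 1 reversed, B2M at 1.27 with gene length of each species as an offset, where the offset itself is the change. Of 826 values of named sequence pairs 825 stayed the same. Of 266 values of sites 22 became weaker, those of the POU octamer, SOX and STAT sites. The correlation of *cis* effects between cell types (0.858 to 0.92), that of *trans* effects between orthologs (0.293 to 0.445), the ratio of TSS to random activity (1.258 to 1.356), the ratio of tile 1 to tile 2 (1.251 to 1.275) and the difference in native effect of directional and compensatory pairs (0.831 to 1.349) kept their direction. With the empirical p against random sequences, which keeps fewer pairs, active pairs fell to 916, pairs with a *cis* effect to 797, with a native effect to 507, with a *trans* effect to 264 and with both to 245, of which 53.9% were directional (p = 0.25, exact binomial test), and the differences in absolute *cis* effect between non-conserved and conserved TSSs rose to 0.671 for lncRNA and 0.675 for mRNA. Among pairs active in both native contexts, 232 pairs had both effects, 40.1% were directional (p = 0.00305, exact binomial test), the correlation of *cis* and *trans* effects was -0.117 (permutation p = 3.60e-04), and the differences for lncRNA were 0.121 in *cis* and 0.069 in *trans*. Keeping pairs by native activity could alone lower the directional share and the correlation, so their p values decide nothing about a relation. With Benjamini-Hochberg adjusted p, 1414 pairs had a native, 1079 a *trans* and 954 both effects, and with a threshold from random sequences 1368 and 1108 had a native and a *trans* effect. Leaving out each replicate gave 299 to 558 pairs with a *trans* effect. The share of variance explained by GC and CpG was 18.1% in mESCs alone, 8.58% with no filter on DNA counts and 10.78% with the median of barcode ratios. Genes changed by transfection depended most on the processing. In hESCs there were 62 with the passage as a block (59 shared with the 168), 994 with DESeq2, 2673 with no filter on low counts, 361 with upper quartile scaling, 107 among protein-coding genes only, 7588 with the block and without replicate 3, and 2 to 9062 when each library was left out. In mESCs there were 3316 with the block, 997 with DESeq2, 904 with no filter on low counts and 0 to 166 when each library was left out of the fit with no block. The response differed between the species in 46 ortholog pairs with the passages of each species as a block, against 68. Where 2 libraries remained in a group, their spread was taken from all libraries. Of 336 values of genes named for hESCs 78 became weaker, and of 273 for mESCs 112. Apart from the settings that test fewer pairs, genes or libraries, the cause was not tested.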

Differences from the paper's values

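The setting that keeps listed pairs only, named below, was chosen after seeing the values. The paper's thresholds for *cis* and *trans* effects come from MPRAnalyze, so counts of effects are set beside the paper's at thresholds that differ. In this part, reached or within the margin means no more than 1.5 times apart from the paper's value, or, for a Spearman's correlation, no further from it than the bootstrap standard error. *Cis* effects were called in 86.0% of active pairs, against the paper's 40%, and none of 23 alternatives set before the data were examined came within the margin. As a number of pairs this was 1543 here and about 660 in Fig. 2c, read by eye, which only the empirical p against random sequences reached (797). Spearman's correlation of *cis* effects was 0.868 here and about 0.93 in Fig. 2d, and none of 23 alternatives reached it. *Trans* effects were called in 440 pairs here and in about 290 in Fig. 4c. A minimum DNA count of 20 (429), scaling to the median random sequence (377), leaving out hESC replicate 1 (299) or mESC replicate 1 (384), the first transfection alone (384), the score on the log2 scale (416), the empirical p (264) and null controls called at 5% (353) came within the margin, as did listed pairs only (319), chosen after seeing the values and not compared with the paper's own called pairs, and the other 15 alternatives did not. Spearman's correlation of *trans* effects was 0.34 here and about 0.37 in Fig. 4d, reached with a minimum DNA count of 20 (0.353), without hESC replicate 3 (0.353), with the median of barcode ratios (0.371) and with the score on the log2 scale (0.366), but not with 19 others.

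Pairs with either effect numbered 1577 here and 794 in the paper, which among 22 alternatives pairs active in both native contexts (763) and the empirical p (816) reached. Pairs with both numbered 406 here and 159 in the paper, which among 22 alternatives only pairs active in both native contexts reached (232), the empirical p giving 245. Of pairs with both, 167 were compensatory here and about 64 in Fig. 6e, which none of 22 alternatives reached (109 to 406). As a share of the pairs with both, 41.1% were compensatory here, close to the share given in the title of Fig. 6. Directional pairs numbered 239 here and about 95 in Fig. 6e, reached by pairs active in both native contexts (93) and the empirical p (132) but not by the other 20. The median absolute native effect of compensatory pairs was 0.43 here and about 0.9 in Fig. 6e, and none of 22 alternatives reached it (0.41 to 0.54). For non-conserved mRNA TSSs, of which 14 were at hand, the median absolute *cis* effect was 0.87 here and about 1.7 in Fig. 2e. No filter on DNA counts (1.21), the empirical p (1.62) and barcodes as the unit (1.55) came within the margin, and the other 21 did not. Their *trans* effect was 0.56 here and about 0.37 in Fig. 4e. Pairs active in both native contexts (0.45), a minimum DNA count of 5 (0.55), no filter on DNA counts (0.54), upper quartile scaling (0.45), DESeq2 size factors (0.54), the score on the log2 scale (0.55) and leaving out hESC replicate 2 (0.53), mESC replicate 1 (0.51), mESC replicate 2 (0.54) or mESC replicate 3 (0.51) came within the margin, and the other 14 did not. For conserved lncRNA TSSs the *trans* effect was 0.6 here and about 0.35 in Fig. 4e, reached by pairs active in both native contexts (0.52) and by the mean of the 2 effect sizes (0.34) but not by the other 22. GC and CpG explained 23.0% of the variance here and 15.1% in the paper. mESC alone (18.1), a minimum DNA count of 5 (20.4), the median of barcode ratios (10.78), the first transfection alone (22.36) and leaving out hESC replicate 2 (22.25), hESC replicate 3 (22.36), mESC replicate 1 (22.28) or mESC replicate 2 (22.58) came within the margin, and the other 10 did not.

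POU2F3 was 9.16-fold higher in mESCs here and 5-fold in the paper's text. Transfected libraries only (7.11) and leaving out mESC replicate 1 (6.92) came within the margin, and the other 12 alternatives did not. The correlation of barcode counts in Fig. S4, read by eye, was about 0.96 to about 0.98 between mESC replicates and about 0.38 to about 0.48 between the cell types, against 0.8 to 0.83 and 0.79 to 0.86 here on the log10 scale, for which no alternative was set, and 0.97 to 0.98 and 0.88 to 0.92 as counts without a log, of which the first meets the figure and the second does not.

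The paper describes conserved lncRNA TSSs as more often compensatory than directional, whereas 48.2% of 56 were compensatory here (62.9% among pairs active in both native contexts), while 55.1% of conserved mRNA TSSs were. It ranks conserved eRNA TSSs highest in *trans* effects, whereas their median of 0.59 was beside 0.6 for conserved lncRNA TSSs here, although the share with a called effect was highest for eRNA TSSs and their median was the highest, or level with the highest, among pairs active in both native contexts (0.64), without hESC replicate 1 (0.57) or mESC replicate 1 (0.61) or 3 (0.57), and with upper quartile scaling (0.55) or DESeq2 size factors (0.58). It ranks non-conserved mRNA TSSs highest in *cis* effects, whereas non-conserved lncRNA TSSs reached 1.27 here, though with barcodes as the unit the order was the paper's (1.55 against 1.37), and with the empirical p both were at 1.62.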

Other observations

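The limits of the region on chromosome 6 named below were chosen after its values had been seen. In hESCs, genes raised by transfection with the library included CDKN1A, EGR1 and single members of the lists of the integrated stress response and of p53 targets, whose tests as lists did not pass with an estimated correlation. Of 168 changed genes, 149 were higher and 19 lower, a balance that was 59 and 3 with the passage as a block, 263 and 98 with upper quartile scaling, 583 and 411 with DESeq2, 1162 and 1511 with no filter on low counts and 4220 and 4842 without transfected replicate 3. CDKN1A was 9.83-fold higher (log2 fold change 3.3), with 38.1 ± 5.05 cpm in transfected and 3.66 ± 0.822 in untransfected hESCs (SD, n = 3, adjusted p = 0.00283 from edgeR), and among the other genes raised were the immediate early gene EGR1 (3.28), FOSL1 (3.23), IGFBP5 (2.71), BTG2 (2.57), DDIT4 (2.57) and BHLHE40 (2.28). OTX2, a TF of the primed state, fell to 22.1 cpm from 80 (-1.93), and IDO1 (-1.13), MAP2K6 (-1.08) and C1orf21 (-0.91) were also lower, though with the passage as a block none of these 4 kept its call (adjusted p = 0.0504, 0.0759, 0.0833 and 0.0966). Of 14 genes of the integrated stress and unfolded protein response, 5 were higher, ATF3, CHAC1, DDIT3, DDIT4 and TRIB3 (11 adjusted over the list alone, camera adjusted p = 2.43e-07, adjusted p = 0.0944 with an estimated correlation). Of 18 p53 targets, 6 were higher, BBC3, BTG2, CDKN1A, GDF15, PHLDA3 and SESN2 (8 adjusted over the list alone, adjusted p = 2.05e-04, 0.378 with an estimated correlation). Of 20 AP-1 and BACH factors, 4 were higher, FOSL1, FOSL2, JUN and MAFF (9 adjusted over the list alone and 1 lower, adjusted p = 7.83e-05, 0.0944 with an estimated correlation). No interferon-stimulated gene of 16 was called over all genes (9 higher and 1 lower adjusted over the list alone, adjusted p = 0.0196, 0.444 with an estimated correlation). With the passage as a block, 6 p53 targets, 3 genes of the integrated stress response, 4 AP-1 and BACH factors and 1 interferon-stimulated gene were higher. The calls rest on few libraries. Without untransfected replicate 1, 2 or 3 they fell to 2, 19 and 8 genes, without transfected replicate 1 to 29, and without transfected replicate 3, which lay nearest to the untransfected libraries on the second principal component (-15.9 against -23.3 to -27.4, the other transfected libraries at 29.5 and 60.6), they rose to 9062.

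In mESCs, genes raised by transfection included single interferon-stimulated genes and genes lowered included single genes of cholesterol synthesis, lists whose tests did not pass with an estimated correlation. Of 158 changed genes, 61 were higher and 97 lower, against 76 and 70 with upper quartile scaling, 305 and 692 with DESeq2 and 1481 and 1835 with the passage as a block. Oasl2 (log2 fold change 5.6), Ddx60 (4.82), Irgm1 (4.4) and Oasl1 (3.8) rose most among genes with a mean of at least 5 cpm, with a wide spread between passages (Oasl2 28.3 ± 27 cpm against 0.585 ± 0.245), beside Gpnmb (1.78, 106 ± 22.6 cpm against 30.7 ± 7.72, SD, n = 3), Pdzd2 (1.61), Srxn1 (1.42) and Cbr3 (1.31). Among the genes that fell were 9830147E19Rik (-1.26), Idi1 (-1.24), Cep290 (-1.24), Tmem47 (-1.2), Gm13502 (-1.19), Acsl4 (-1.12) and Esf1 (-1.1). Of 14 interferon-stimulated genes, 5 were higher, Cxcl10, Ddx60, Ifih1, Isg15 and Rsad2 (7 adjusted over the list alone, camera adjusted p = 5.91e-08, adjusted p = 0.486 with an estimated correlation). Of 15 genes of cholesterol synthesis and uptake, 6 were lower, among them Dhcr7, Fdft1, Idi1, Lss and Stard4 (13 adjusted over the list alone, adjusted p = 4.18e-12, 0.459 with an estimated correlation). Of 14 AP-1 and BACH factors Jun alone was higher (3 higher and 1 lower adjusted over the list alone, adjusted p = 0.0313, 0.459 with an estimated correlation). With the passage as a block, 10 interferon-stimulated genes were higher and 13 cholesterol genes lower. In that fit Jun was not alone, as 5 AP-1 and BACH factors were higher (Fos, Jun, Junb, Maff and Mafg) and 1 lower (Nfe2l3). Of 14 genes of the integrated stress and unfolded protein response, 7 were lower and 1 higher. In fits with no block, which ignore the pairing by passage, edgeR called 0 genes without transfected replicate 2, untransfected replicate 2 or untransfected replicate 3. These fits had 2290, 2213 and 2000 genes at an unadjusted p under 0.05, against 2844 with all libraries.

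The species also differed in genes of the pluripotent state. Of 13 tested genes of naive pluripotency, 11 were higher in mESCs, among them ESRRB (log2 fold change 9.62), KLF4 (7.34), KLF2 (9.87), TFCP2L1 (7.42), NR0B1 (9.45), DPPA3 (6.1), FGF4 (12.24), KLF5 (5.65), NR5A2 (3.44) and TET2 (5.03), while ZFP42 and STAT3 (-0.03 each) did not pass (camera adjusted p = 1.91e-04, 0.0367 with an estimated correlation). Of 15 genes of primed pluripotency, 12 were lower in mESCs, among them SFRP2 (-8.61), THY1 (-9.19), ETV4 (-7.11), DUSP6 (-4.98), CDH2 (-4.24) and FGF2, which was at least 3320-fold higher in hESCs (adjusted p = 0.00591, 0.191 with an estimated correlation). Of 12 core pluripotency genes, 5 were higher in mESCs, NANOG (4.2), SOX2 (1.12), UTF1 (5.76), DPPA2 (1.29) and POU5F1 (3.56, which lies at 28 to 34 Mb of chromosome 6), and 4 lower, DNMT3B (-5.01), LIN28A (-4.42), DPPA4 (-4.13) and L1TD1 (-2.13; adjusted p = 0.812). All 5 tested trophoblast markers were higher in mESCs (adjusted p = 0.0184, 0.179 with an estimated correlation), 10 of 15 cholesterol genes lower (adjusted p = 0.0179, 0.636 with an estimated correlation), and of 6 fibroblast markers 5 lower and 1 higher (adjusted p = 0.118). Of 17 p53 targets 9 were higher and 1 lower (adjusted p = 0.171), of 22 ETS factors 8 and 7 (0.85), with ETV5 (2.74) higher and ETV1 (-5.49, 44.9-fold) lower, and of 8 POU factors 4 and 3 (0.85). Interferon-stimulated genes were split, 8 higher and 8 lower of 18 (0.85), as were genes of the integrated stress response, 4 and 3 of 14 (0.85). For the ETS, POU, interferon and integrated stress lists, the median, the mean and the direction of the test differ in sign. Of 10 heat shock genes 4 were higher and 1 lower (0.643), HSPA1A and HSPA1B among them lying in the region of chromosome 6. Of 3 neural markers 1 was higher and 2 lower (0.483), of 3 mesoderm markers all were lower (0.185) and of 4 endoderm markers 1 was higher and 2 lower (0.85). Of 4 housekeeping genes, GAPDH (-3.37) and ACTB (-1.64) were lower, and PGK1 and B2M (-0.6 each) stayed under the threshold of fold change (0.13). With gene length as an offset, B2M moved to 1.27. Of 17 genes named by the study 9 were higher, including DMBX1 (3.68) and ZBTB43 (1.77) but also ZFP57 and GTF2I, for which hESC counts are missing from the region of chromosome 6 or from the gene ID used, and 5 lower, including MEIS3 (-4.18; 0.171), a list that the study chose on these samples. The counts adjusted over each list alone were the same.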
